# Determination of the presence of 5-methylcytosine in *Paramecium tetraurelia*

**DOI:** 10.1371/journal.pone.0206667

**Published:** 2018-10-31

**Authors:** Aditi Singh, Adrienne Vancura, Rafal K. Woycicki, Daniel J. Hogan, Alan G. Hendrick, Mariusz Nowacki

## Abstract

5-methylcytosine DNA methylation regulates gene expression and developmental programming in a broad range of eukaryotes. However, its presence and potential roles in ciliates, complex single-celled eukaryotes with germline-somatic genome specialization via nuclear dimorphism, are largely uncharted. While canonical cytosine methyltransferases have not been discovered in published ciliate genomes, recent studies performed in the stichotrichous ciliate *Oxytricha trifallax* suggest *de novo* cytosine methylation during macronuclear development. In this study, we applied bisulfite genome sequencing, DNA mass spectrometry and antibody-based fluorescence detection to investigate the presence of DNA methylation in *Paramecium tetraurelia*. While the antibody-based methods suggest cytosine methylation, DNA mass spectrometry and bisulfite sequencing reveal that levels are actually below the limit of detection. Our results suggest that Paramecium does not utilize 5-methylcytosine DNA methylation as an integral part of its epigenetic arsenal.

## Introduction

The C5 position of cytosine can get methylated by DNA methyltransferases (DNMTs) into methylcytosine (5mC) and is necessary for the maintenance of chromatin structure, gene expression, and many chromatin-related processes[1–3]. 5mC has been extensively studied for its role in biological processes such as genomic imprinting, X chromosome inactivation and has long been implicated in human disease[3–8]. Furthermore, DNA methylation is also essential for sexual dimorphism[9], DNA repair[10] and for the suppression of transposable elements[11–13] in many organisms. DNA methylation is heritable and actively maintained by methyltransferases. However, it can be removed by the suppression of maintenance methyltransferases or by the action of specific demethylases. Cytosine methylation occurs mostly at the CpG or CNG sites in vertebrates and many other species across all phylogenetic kingdoms[14–17]. Cytosine methylation in motifs other than CpG and CNF has been shown in plants and *Drosophila* [18], [19]. Other eukaryotes such as *S*. *pombe*[20] and *C*. *elegans*[21] are devoid of cytosine methylation in their genome.

*Paramecium tetraurelia* is a unicellular eukaryote in the phylum ciliophoran exhibiting the characteristic nuclear dimorphism. *Paramecium* cells, like any other ciliate can go through either asexual or sexual way of reproduction. In *Paramecium*, one extensively studied phenomenon is its genome reorganization that occurs during the sexual life cycle[22]. During sexual cycle, the somatic macronucleus is degraded and lost, and a new somatic nucleus formed. During the new macronuclear development, somatic macronucleus is formed from the zygote that comes from cell’s germline-specific micronucleus. The formation of a functional somatic genome requires massive genome reorganization and the removal of germline-specific sequences[22] in macronuclear progenies of the zygotic nuclei.

The most remarkable example of such germline sequences is Internal Eliminated Sequences (IESs) that typically interrupt protein coding regions. Instructions for proper IES excision and ligation of gene segments is in part communicated from the maternal macronucleus during macronuclear development, though the specific mechanisms involved are still poorly understood[23].

Three alternative hypotheses attempt to explain the mechanism of IES targeting[24] through pathways involving a novel class of small RNAs, called scnRNAs. scnRNAs are generated from transcription of the germline genome during meiosis. The first hypothesis suggests scnRNAs direct histone modifications that mark IESs for elimination. Recent work suggests that histone modifications are scnRNA dependent and are required for IES excision[25]. However, most of the IESs in *Paramecium* are smaller than the size of a nucleosome[26], and hence this hypothesis seemingly cannot explain the precise targeting of smaller IESs. The second hypothesis suggests deposition of specific DNA modifications that mark IESs for excision (or gene segments for retention). The macronuclear genome does contain N6-methyladenosines, but the presence of 5mC is still not clear[27]. The third hypothesis suggests that the scnRNAs themselves directly help in the targeting of IESs for excision. The primary challenge to this hypothesis is the presence of IESs whose precise excision is scnRNA independent.

Indirect evidence using cytosine analogs suggests that cytosine methylation might be present in the genome[28], [29] even though homologs of canonical DNA methyltransferase are seemingly absent. These studies argue that the somatic nucleus is programmed by 5-methyl cytosines that leads to the repression of certain somatogenic sequences during sexual cycle. The argument is based on the findings where administration of 5-azacytidine during sexual reproduction in *Paramecium* alter expression of certain somatogenic sequences in the subsequent asexual cycles. Furthermore, recent study in another ciliate *Oxytricha trifallax* also showed evidence for the presence of methylated cytosines in the genome using mass-spectrometry and bisulfite sequencing[30]. In order to clarify this paradox and refine potential models for DNA elimination we measured the levels and locations of DNA 5mC in *Paramecium tetraurelia* using multiple methods.

## Materials and methods

### Culture conditions for *Paramecium tetraurelia*

*Paramecium tetraurelia* strain 51 cells, mating type 7, were used for the experiments. *Paramecium* cells were grown in 1x wheat grass powder (WGP, Pines International) bacterized with a non-virulent strain of *Klebsiella pneumonia*. β-Sitosterol, essential for *Paramecium* growth (0.8 mg/l), was added to WGP medium just before the feeding the cells[31]. For DNA mass spectrometry, cells were fed with DCM^-^ *E*. *coli* (C29251, NEB) instead of *Klebsiella pneumonia*. Cells were either cultured at 27°C or 18°C as per requirement.

### Colorimetric quantification of methylated DNA

Total genomic DNA was extracted from different developmental stages after the treatment with RNase A (R6148, Sigma) treatment using phenol: chloroform: IAA. The colorimetric quantification of 5-methyl cytosines in total genomic DNA was done using EpiSeeker methylated DNA Quantification Kit (ab117128, Abcam). Briefly, DNA is bound to strip wells (provided with the kit) having a high DNA and the methylated DNA is captured and detected using antibodies that are then quantified by reading the absorbance in a microplate spectrophotometer. The amount of methylated DNA is proportional to the measured OD intensity.

### Immunofluorescence

100 μl of cells from each time point were transferred to a 1.5 ml tube and washed twice with 1ml of 1x PBS after the incubation for 5 minutes each. The cells were then centrifuged at 350rcf for 2 min. After removing the supernatant, cells were treated with 1 ml Triton X-100 in PHEM (5x PHEM: 50 mM EGTA, 125 mM HEPES, 10 mM MgCl2, 300 mM PIPES) and incubated for 20 min for permeabilization. Cells were then treated with,2% PFA in PHEM for 15 min, followed by two PBS washes. After that, the cells were incubated in 1 ml of 0.1 M HCl for 5 min and then washed again with 1XPBS. Cells were then blocked for 20 min with 1 ml of 3% BSA (3% BSA+ 0.1% Triton X-100 in TBSTEM (10 mM EGTA, 2 mM MgCl2, 0.15 M NaCl, 10 mM Tris, pH adjusted to 7.4. Tween 20 (1%, v/v)). For primary antibody anti-5-methylcytosine (Abcam, ab73938) in the mouse was used in a 1:100 at room temperature. The cells were washed twice in PBS for 10 min and then the secondary antibody, goat-anti-mouse Alexa Fluor 488 (Invitrogen) was added to a final volume of 500 μl. Cell samples were incubated for 1.5 h at 37°C. The cells were rewashed twice in PBS for 10 min and then DAPI (1 μg) stained in 1 ml BSA Mix for 3 min. 20μl mounting medium (Prolong Gold Antifade, Invitrogen) was added into the samples and the slides were sealed using cover slips.

### Confocal microscopy

Confocal images were taken on an Olympus Fluoview FV1000 confocal microscope. For the detection of 5mC, images were taken with UPLSAPO40X2 with numerical aperture 0.95, whereas, images in Azacytidine inhibitor experiment were taken with UPLSAPO60XO with numerical aperture 1.35. Images were analysed using the software Imaris (Bitplane) and ImageJ[32].

### Inhibition by Azacytidine and Decitabine

For the inhibition assay 5-Aza-2’-cytidine (Sigma) was used in two different concentrations of 10μM and 3 μM whereas 5-Aza-2’deoxycytidine/Decitabine (Sigma) was used in three different concentrations of 1.5μM, 1 μM and 0.5 μM. Both Azacytidine and Decitabine were added to the 0.2x WGP bacterized media. The culture media was changed daily, and the cells were treated for four consecutive days until the cells reached 20 vegetative cycles, making them be able to go through autogamy.

### Survival test and IES retention PCR

After cells had finished autogamy, 30 post-autogamous cells were transferred into medium bacterized with K.*pneumoniae* for the survival test. Cells were monitored for three days (approximately 12 divisions) and categorized into three groups according to the observed phenotype. In parallel, 100ml culture was harvested for DNA extraction using GeneElute–Mammalian Genomic DNA Miniprep Kit (Sigma-Aldrich). PCRs were done on different genomic regions flanking an IES with GoTaq polymerase (Promega). Agarose gel images were taken on Alpha Innotech MultiImage II AlphaImager HP.

### Genomic DNA extraction

Cells were harvested and washed twice with 10mM Tris-HCl pH 7.4. The cell pellet was then incubated with the lysis buffer. Cells were incubated with 20μl of RNase A (from GeneElute–Mammalian Genomic DNA Miniprep Kit Sigma-Aldrich) for five minutes at room temperature. Afterwards, cells were incubated in three volumes of the lysis buffer (0.5M EDTA, 1% SDS, 1% N-lauryl sarcosine, 1 mg/ml of proteinase K) at 55°C for overnight. The cells were then incubated for 1Hr with an equal volume of Phenol: Chloroform: IAA on a shaker with gentle shaking. After incubation, the cells were centrifuged at the maximum speed of the table top centrifuge for 10minutes. The supernatant was then transferred to a clean tube, and genomic DNA was precipitated using 800μl of isopropanol.

The T47D human cell line was purchased from Sigma (catalogue number: 85102201) and the MCF7 human cell lines were purchased from ATCC (catalogue number: HTB-22D). DNA was prepared using a Zymo Research Kit (catalogue number: D4068).

### Global quantification of 5-methylcytosine using DNA mass spectrometry

Measurements of 5-methylcytosine levels were performed by Zymo Research (http://www.zymoresearch.com) using mass spectrometry. An SRM-based mass spectrometry assay was used to quantify 5-hydroxymethyl-2’-deoxycytidine (5HmdC) and 5-methyl-2’-deoxycytidine (5mdC). The assay was designed to measure 5HmdC concentrations and 5mdC concentrations as a percentage of 2’-deoxyguanosine (dG) (e.g.–[5HmdC]/[dG] and [5mdC]/[dG]). The calibrated ranges for the analytes were 0–2.5% for 5HmdC and 0–25% for 5mdC using a fixed 40 pmol amount of dG as an internal standard.

Positive controls together with Dev1 genomic DNA samples were sent to Storm Therapeutics Limited where they were enzymatically digested to individual nucleosides according to a previously optimised protocol[33]. The samples were analysed in both full-scan- and PRM-mode in an Orbitrap QExactive-HF High-Resolution Mass Spectrometer (Thermo Fisher, Waltham, Massachusetts, USA). Standard curves were also run indicating a lower limit of detection of 300pg/ml for each nucleoside.

### Bisulfite sequencing analysis

For bisulfite sequencing, total genomic DNA extracted from different time points were sent to the Lausanne Genomic Technologies Facility at the University of Lausanne. Library preparation with bisulfite conversion was performed with the Ovation Ultralow Methyl-Seq kit (Nugen) after spiking in Phi-X lambda DNA to ~0.5% total mass. Paired-end sequencing was performed on Illumina HiSeq 2500. Sequencing reads in the form of fastq files were processed following the suggested protocol on Bismark website using version 0.18.1 (https://rawgit.com/FelixKrueger/Bismark/master/Docs/Bismark_User_Guide.html). First, reads were quality trimmed and filtered using Trim Galore[34], [35]. Filtered reads were then mapped to the *Paramecium* macronuclear genome (ptetraurelia_mac_51.fa) with options–n 1 and–X 1000. Methylation calls were then extracted for all C’s with bismark_methylation_extractor command. Bismark Cytosine reports were combined, processed and analyzed in R.

Human methylation dataset (SRR34552)[36] was used as a positive control for the analysis workflow. Reads were mapped to human GRC37.

### Bisulfite PCR

We used the EpiTect Fast Bisulfite Kit (59802, Qiagen) to do bisulfite conversion on total gDNA. Primer pair optimized for Bisulfite converted DNA was designed flanking the loci predicted to have 5-methylcytosine. 

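The primers were placed on the macronuclear genome ptetraurelia_mac_51 by their bases after conversion, without mismatch. The cytosine reports tell A from T only at the 2 bases that follow a cytosine, and an undetermined base could match either. The forward primer matched scaffold51_2 at positions 206971 to 206994 and the reverse primer at 207583 to 207607, which gives an amplicon of 637 bp. The reverse primer alone also matched scaffold51_539. Between the primers lay 168 cytosines, of which 16 were in CG context. In the bisulfite libraries, 42 of 3847 calls at these cytosines were unconverted in vegetative unstarved cells (1.09%), 74 of 5191 in starved cells (1.43%) and 21 of 5614 in macronuclear development (0.374%). In starved cells the unconverted calls stood in runs of neighbouring cytosines. Such a run was also found in vegetative unstarved cells, where each top-strand cytosine from position 207484 to 207525 had 1 unconverted call. Calls on the same read are not independent, so no interval is given for these percentages and no difference between the libraries is claimed. In starved cells the top strand had 63 of 2364 calls unconverted (2.66%) and the bottom strand 11 of 2827 (0.389%). The bases drawn up to the cytosine marked in Fig 2E were read by eye as ATATCAATTTTTC. With A and T not told apart at many of these bases, they match other places of the genome too, and the match within the amplicon was taken. If the marked cytosine belongs to this amplicon, it is the CHH cytosine at position 207183 on the top strand. This cytosine had 0 of 15 calls unconverted in vegetative unstarved cells (95% exact Clopper-Pearson interval 0% to 21.8%), 3 of 19 in starved cells (15.8%, interval 3.38% to 39.6%) and 0 of 30 in macronuclear development (interval 0% to 11.6%). Among the 16 other top-strand cytosines within 50 bp of it, 13 had unconverted calls in starved cells, 31 of 247 calls in all (12.6%), compared with 2 of 238 calls in vegetative unstarved cells and 2 of 391 in macronuclear development. On the bottom strand within 50 bp, 6 of 259 calls were unconverted in vegetative unstarved cells (2.32%), 7 of 397 in starved cells (1.76%) and 0 of 422 in macronuclear development. A gene annotation of this genome was not used here, so no gene is named for the amplicon.

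**Figure D1:**
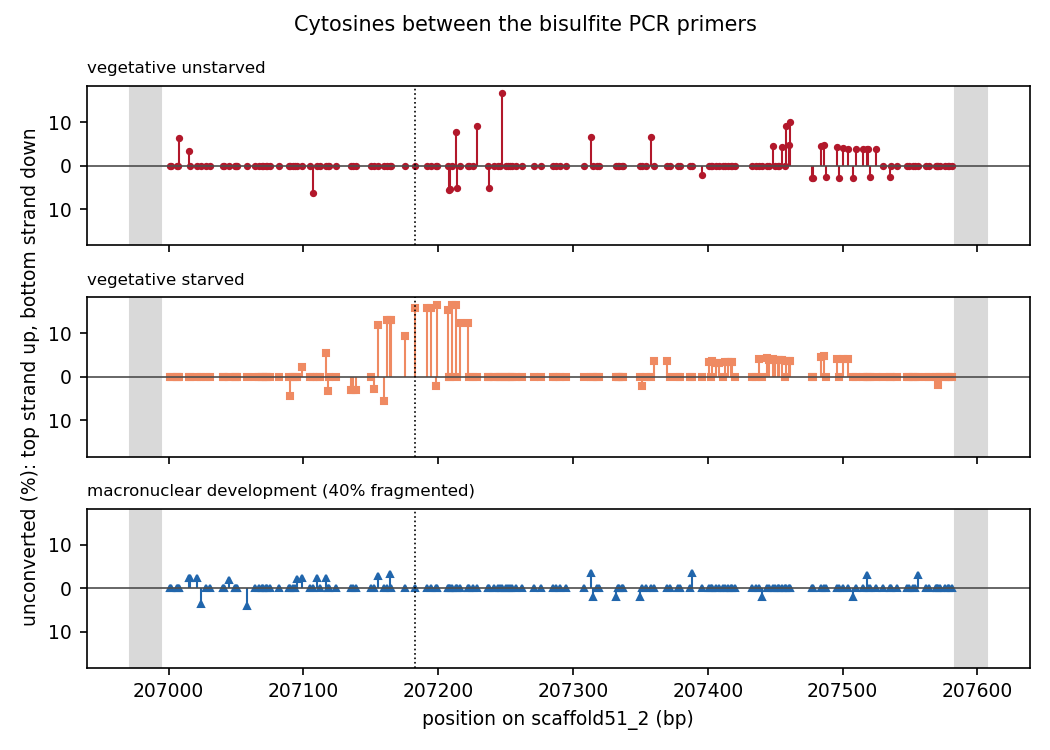
Percent unconverted (vertical axis, top strand upward and bottom strand downward) at each cytosine between the bisulfite PCR primers (grey), by position on scaffold51_2 in bp (horizontal axis), in the 3 libraries. Each symbol is 1 cytosine and the dotted line marks position 207183, where the neighbouring top-strand cytosines of starved cells have raised values as well.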

Primer pair 5’-ATG GTA TTT AGA TAA TTA TAT GGG-3’/ 5’-TAT AAA CGA ACA AAT TAA ATA AAC C-3’ was used for PCR amplification. PCR product was then purified using Wizard SV Gel and PCR Clean-Up System (Promega) and samples were sent for Sanger sequencing at Microsynth.

## Results

### Colorimetric and immunofluorescence assays suggest the presence of cytosine methylation during autogamy

There are no known cytosine methyltransferases encoded in the *Paramecium* genome to investigate for a functional role during autogamy. This is also the case for other ciliates whose genomes have been sequenced, including *Oxytricha trifallax*, where cytosine methylation was recently reported[30]. To detect the presence of 5mC in *Paramecium*, we used the EpiSeeker methylated DNA Quantification Kit (Abcam). Genomic DNA was extracted from vegetative cells, from vegetative but starved cells and from cells at various developmental stages. Cytosine methylation was detected as soon as the cells sensed starvation (either vegetative or those induced to go through autogamy) and continued to be present at low levels during the early stages of autogamy. The levels were highest in the later stages when the new macronuclei are visible in the cells (Fig 1A).

**Fig 1:**
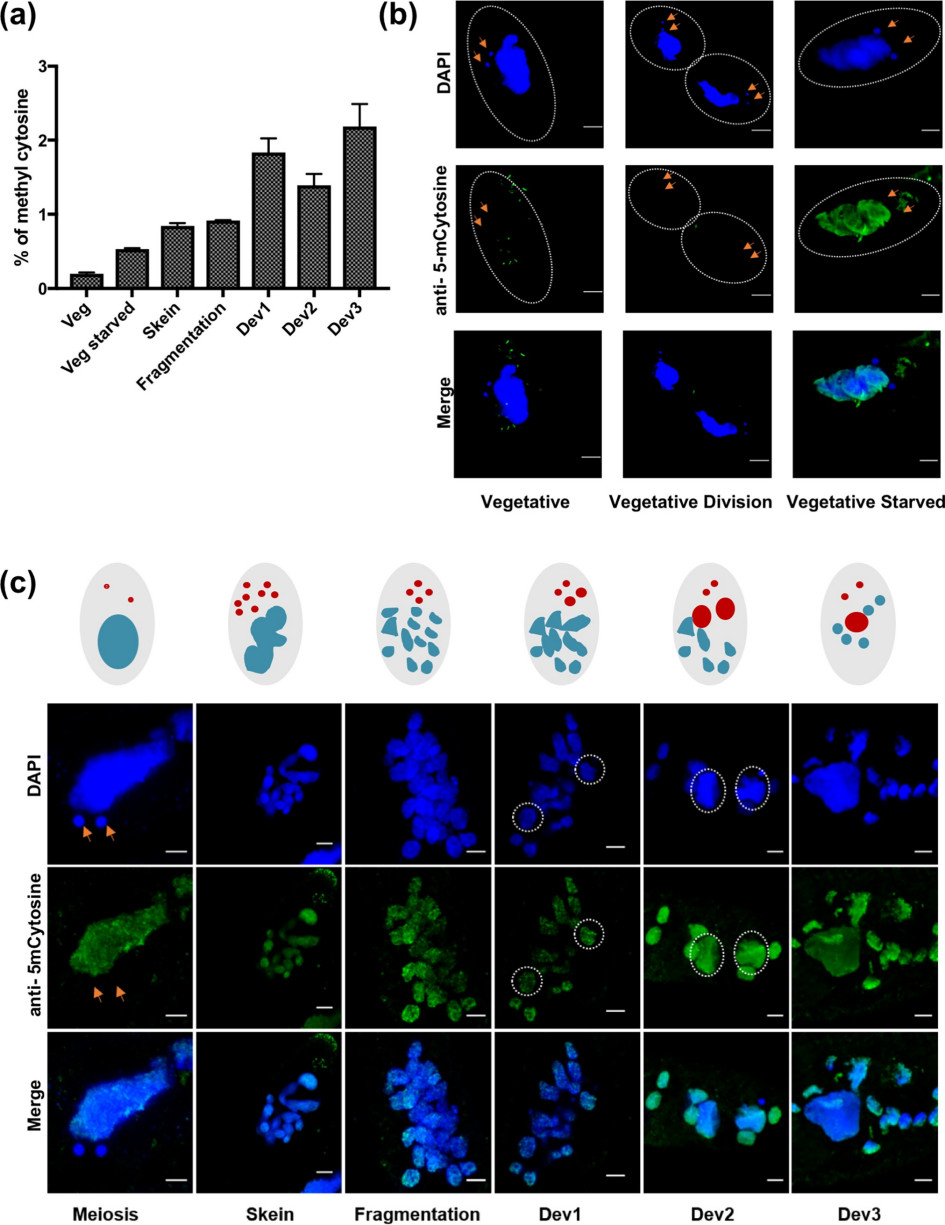
Detection of 5-methylcytosine by the antibody-based method. (a) Colorimetric assay for total 5-methylCytosine; total gDNA of different developmental stages was extracted and the assay was carried in biological triplicates, error bar represents the standard deviation, (b) Immunocytochemistry with antibody against 5-methylcytosine during vegetative growth; veg represents wild type vegetative cells, vegetative Division represents a cell going through cytokinesis during vegetative division, Vegetative starved is the stage where wild type cells were allowed to make four divisions and then was starved for 24hrs to block further vegetative divisions, (c) Schematic representation of autogamy in *Paramecium*; red represents micronuclei and the developing new macronucleus, blue represents macronucleus, (d) Immunocytochemistry with antibody against 5-methylcytosine during vegetative growth; Meiosis represents beginning of micronuclear meiosis, Skein represents beginning of the fragmentation of parental macronucleus, Fragmentation represents a population where about 40% of cells have fragmented parental macronucleus, Dev1 is the stage during autogamy when most of the cells have visible new macronucleus, Dev 2 is the stage during autogamy when majority of cells have fully developed new macronucleus ready for karyonidal division, dev 3 is after post karyonidal divison. Orange arrows represent micronucleus, dotted circles show new macronucleus. Scale bar: 5μm.

Immunostaining was performed with an antibody against 5mC on cells harvested and fixed during vegetative growth and during autogamy. 5-methylcytosine immunofluorescence was not observed during any stages of the vegetative life cycle; neither in the macronucleus nor in the micronucleus (Fig 1B). However, as soon as the cells were starved, 5mC signal appeared in the macronucleus. The signal appears to be dependent on starvation since it is also present in young cells that are not mature enough to go through autogamy. During autogamy, we observed 5mC antibody signal in the parental macronucleus as early as the beginning of meiosis, and the signal remained present as long as the parental macronuclear fragments were present in the DAPI-stained cells (Fig 1C). Moreover, antibody signal was also observed in the developing macronucleus as soon as the Dev1 stage and was present until Dev3 stages (Fig 1C). As a control, we performed immunostaining with only secondary antibody and we did not detect any signal in the nucleus (S1A Fig). We also used *C*.*elegans* embryo that do not contain 5mC and human embryonic kidney cells (HEK 2939) reported to have the methylation as controls for our immunofluorescence studies (S1B & S1C Fig, respectively). These results provide indirect evidence for 5mC incorporation during macronuclear development.

### Treatment with Azacytidine and Decitabine affects cell growth

Given the positive 5mC signals during autogamy, we wanted to see if its deposition is necessary for DNA elimination. Azacytidine and Decitabine (deoxycytidine) are well known nucleosidic and deoxynucleosidic analogs of cytidine, respectively. Neither of these drugs can be methylated as they contain a nitrogen at position 5 of the pyrimidine ring. They can also be easily incorporated into DNA during replication. Additionally, these drugs form a covalent bond with DNA methyltransferase leading to the degradation of these enzymes, and thus can cause general inhibition of methylation processes[37], [38]. To look for a possible role of cytosine methylation, we did a chemical treatment of cells with both Azacytidine and Decitabine. The effective concentration of both the drugs is known[39–41], 3μM for Azacytidine and 1μM for Decitabine. A *Paramecium* cell undergoes four vegetative divisions per day under normal conditions. First, we tested if drug treatment had any afffect on vegetative cells. Cells were treated with either Azacytidine (3μM or 10μM) or Decitabine (0.4μM, 1μM or 1.5μM) for five consecutive days. We did not observe any morphological or growth defect during the treatment, and the cells underwent their normal rate of four divisions per day.

Drug treatment lead to a decrease in 5mC detection via immunofluorescence (S2A Fig, middle panel). However, we did not observe significant reduction in 5mC signal after decitabine treatment using immunofluorescence (S2A Fig, right panel). After the treatment, the cells were induced to go through autogamy. Furthermore, 30 individual cells were isolated to test if they could go through the vegetative cell cycle after autogamy. With 3 μM Azacytidine treatment, about 25% cells could not survive after autogamy, whereas, about 35% of cells did not make the typical four divisions per day (S2B Fig). In the case of Decitabine treatment, only a mild growth defect was observed, and none of the treatments were lethal (S2D Fig).

To test whether the treatment of Azacytidine or Decitabine affects DNA elimination during sexual cycle, we used primers flanking the IES regions and performed PCR to check for IES retention. We could not observe any IES retention after the treatment either of the drugs, suggesting that the treatment with a nucleosidic analog does not affect DNA elimination in the developing macronucleus (S2C & S2E Fig full length gels in supp. S3 and S4 Figs).

### DNA mass-spectrometry analysis to detect DNA 5-methyl cytosine methylation

Since immunostaining and a commercial kit suggested the presence of methyl cytosines, we wanted to assess the total percentage of methyl cytosine in the genome. For this, we sent total genomic DNA isolated from cells starved during vegetative divisions (vegetative starved) and cells regularly fed vegetatively dividing cell cultures (vegetative unstarved), from a cell culture containing cells where 40% of the population had fragmented parental macronucleus during autogamy for DNA mass spectrometry (Zymo Research). We also sent total genomic DNA isolated from a cell culture where most of the cells had visible new macronucleus during autogamy and a post-autogamous culture for DNA mass spectrometry.

An SRM-based mass spectrometry assay was used to quantify 5-hydroxymethyl-2’-deoxycytidine (5HmdC) and 5-methyl-2’-deoxycytidine (5mdC). The assay was designed to measure 5HmdC concentrations and 5mdC concentrations as a percentage of 2’-deoxyguanosine (dG) (e.g.–[5HmdC]/[dG] and [5mdC]/[dG]). Methyl cytosines were only detected in the postautogamous culture and to only about 0.3% genome-wide. Thus, the mass spectrometry results do not corroborate the immunostaining or colorimetric measurements (Fig 2A). As controls, we also performed DNA mass spectrometry on genomic DNA isolated from *Drosophila*, *E*. *coli*, human breast adenocarcinoma MCF-7 and T47F cell lines. Methyl cytosine levels from controls matched previously reported values[42–44] (S5 Fig).

**Fig 2:**
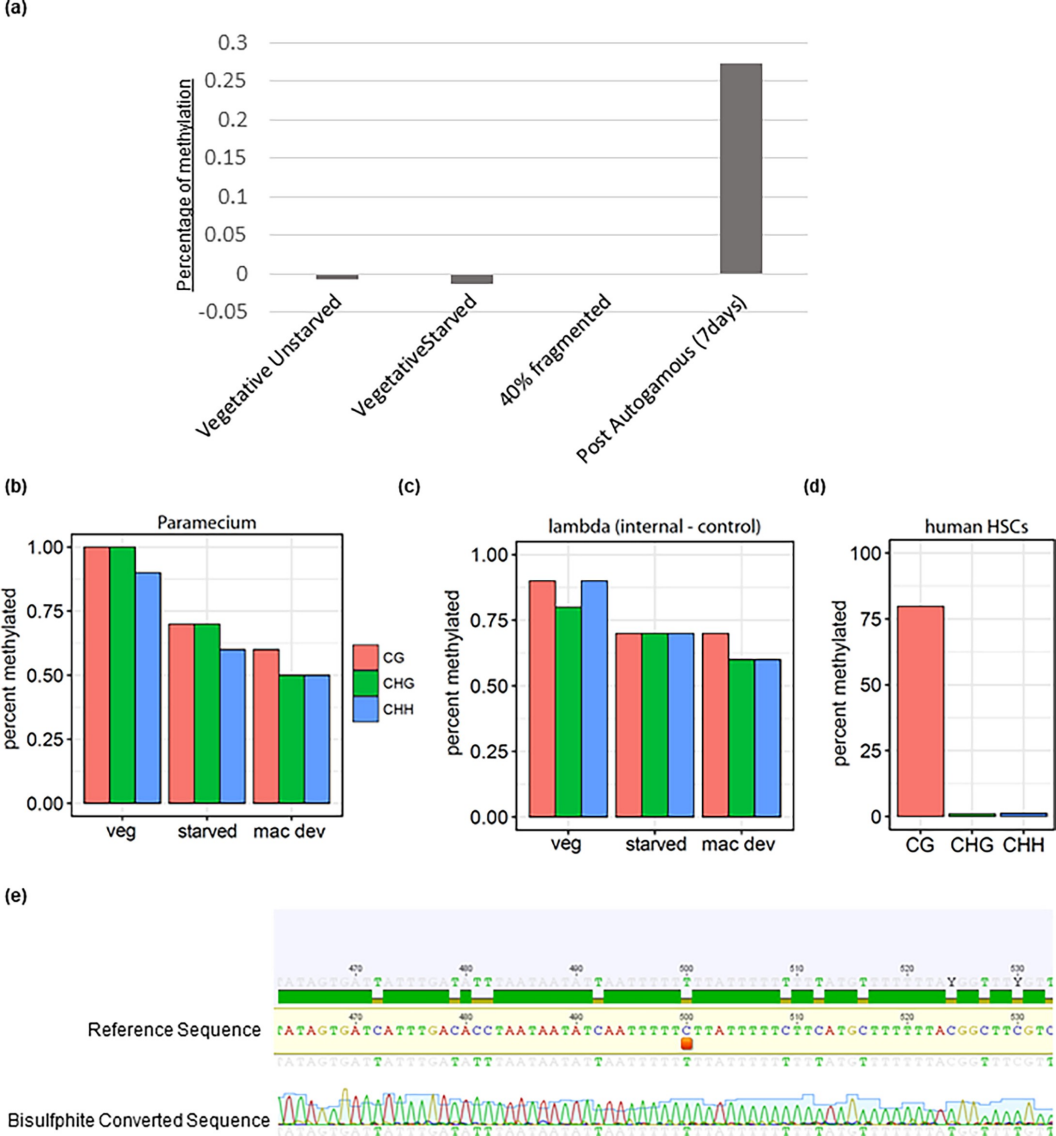
5-methylcytosine detection using mass spectrometry and bisulfite sequencing. (a) DNA mass spectrometry analysis showing the percentage of cytosine methylation, vegetative unstarved; wild type cells were allowed to undergo vegetative divisions, starved vegetative; wild type vegetative cells grown four divisions and then starved for 24hours before extracting gDNA, 40% fragmented; a population where about 40% of cells have fragmented parental macronucleus during autogamy, post-autogamous; cells after seven days post autogamy. (b) Bisulfite sequencing analysis on different developmental stages; veg represents wild type vegetative cells, Veg starved is the stage where wild type cells were allowed to make four divisions and then was starved for 24hrs to block further vegetative divisions mac dev represents 40% fragmented, (c) Lambda DNA was spiked in sequencing samples as a negative control. (d) raw data from a published human bisulfite dataset was downloaded and ran through the workflow. (e) snapshot of mapping of putative loci for methylated cytosine (marked with orange bar) with the reference genome. Genomic DNA was treated with Epitect Fast DNA Bisulfite Kit (Qiagen) for Bisulfite conversion, PCR product was then sent for Sanger sequencing and mapped with Geneious software version R8.

### Bisulfite sequencing analysis suggests DNA cytosine methylation is rare or non-existent

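Bisulfite libraries of genomic DNA were analysed here from vegetative unstarved cells, from vegetative cells starved for 24 h, and from cells in macronuclear development, a population in which 40% of the cells had a fragmented parental macronucleus. This description is from the text and Fig 2, while S6 Fig titles the panel with 40 h. There was 1 library per condition and thus no replicate, so no test between conditions was made. Bisulfite turns cytosine into uracil, which is read as T, while 5-methylcytosine stays C. A call of C at a cytosine of the genome is named an unconverted call here, and it arises from 5-methylcytosine or from a cytosine that the bisulfite did not reach. The authors trimmed the reads with Trim Galore, mapped them with Bismark to the macronuclear genome ptetraurelia_mac_51 and deposited counts of unconverted and converted calls at every cytosine of both strands. The paper's text does not name whether duplicate read pairs were removed or how overlapping mates were counted. The 3 libraries had 20100768 cytosines in common on 697 scaffolds, of which 1185248 were in CG, 2328117 in CHG and 16587403 in CHH context, where H is A, C or T. The vegetative unstarved library held 427492065 calls, with a mean of 21.3 and a median of 20 calls per cytosine. The starved library held 596906091 calls, with a mean of 29.7 and a median of 30. The macronuclear development library held 694501597 calls, with a mean of 34.6 and a median of 35. The percent unconverted was computed as unconverted calls over all calls, pooled over cytosines, separately for each library. Intervals are 95% exact Clopper-Pearson intervals, and they cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Calls at neighbouring cytosines of a read are not independent either, so no interval is given for the calls of a short stretch. Standard errors are from a jackknife over 50 groups of scaffolds, which also covers variation along the genome. Calls on the lambda DNA and the human dataset were not analysed here.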

We performed bisulfite converted paired-end sequencing on the samples described above and spiked-in a small amount of lambda DNA as an internal negative control. Sequencing reads were processed using the Bismark workflow[45] and mapped to the *Paramecium* macronuclear genome and lambda genome. As a positive control of the sequencing workflow, we downloaded the raw data from a published human bisulfite dataset[36] and analyzed it in parallel.

The paucity of filtered and quality trimmed reads, as well as the high mapping rate to the macronuclear genome (>60%), attest to the quality of the sequencing dataset. Bisulfite sequencing relies on the conversion of cytosines to uracil residues but 5-methyl cytosines do not get converted to uracils. Across all mapped sequenced bases, < 1% of C’s were not converted to T’s (and thus potentially methylated) in all conditions for each of the three sequence contexts (CG, CHH, CHG–Fig 2B). However, nearly identical results were obtained from the internal negative control lambda genome (Fig 2C). In contrast, ~75% of Cs in CpG context were called as C from the control human HSC dataset, consistent with the published findings[36] (Fig 2D). These results validate the sequencing workflow and suggest that if there is cytosine methylation in *Paramecium* macronuclear genome, it is a rare event.

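Over all cytosines, 1.02% of calls were unconverted in the vegetative unstarved library (standard error 0.00226), 0.706% in the starved library (standard error 0.000932) and 0.565% in the macronuclear development library (standard error 0.000759). In CG context the percent unconverted was 1.12% in vegetative unstarved cells (standard error 0.0035), 0.776% in starved cells and 0.636% in macronuclear development. In CHG context it was 1.08% (standard error 0.00307), 0.731% and 0.587%. In CHH context it was 0.999% (standard error 0.00218), 0.697% and 0.556%. In each of the 3 libraries CG was thus above CHG and CHG above CHH, by more than the standard errors. The largest change in the overall value came from averaging the percentages of single cytosines with at least 10 calls in every library in place of pooling calls, which gave 1.04% in vegetative unstarved cells. Over the 16 trinucleotides that start with the cytosine, the percent unconverted in vegetative unstarved cells ran from 0.964% at CAA to 1.20% at CGG. In starved cells it ran from 0.679% at CAA to 0.784% at CGG, and in macronuclear development from 0.540% at CAA to 0.641% at CGC.

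**Figure D2:**
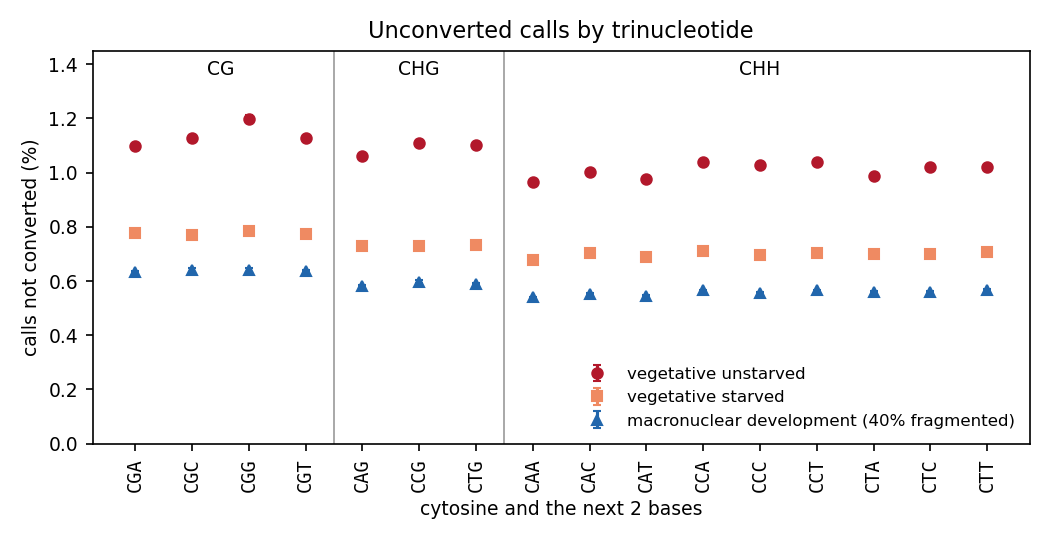
Percent of calls that were unconverted (vertical axis) at each trinucleotide (horizontal axis), grouped by context, in vegetative unstarved cells (circles), starved cells (squares) and macronuclear development (triangles). Bars, mostly smaller than the symbols, are 95% Clopper-Pearson intervals, and the vegetative unstarved library has the highest value at every trinucleotide.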

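The unconverted calls were spread over the whole macronuclear genome. In windows of 100 kb with at least 200000 calls, the percent unconverted of the vegetative unstarved library had an SD of 0.0707 percentage points over 726 windows and ran from 0.805% to 1.303%. Counting error alone would give an SD of 0.0135. In starved cells it ran from 0.589% to 0.826% over 737 windows, with an SD of 0.0331, and in macronuclear development from 0.460% to 0.676% over 744 windows, with an SD of 0.0239.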

For each cytosine in the *Paramecium* macronuclear genome, we plotted the percent not converted to thymine. For these analyses, we removed sites in the genome with less than 10X coverage in all three conditions. 

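Cytosines with at least 10 calls in each of the 3 libraries were kept here for values of single cytosines. They numbered 18123475, or 90.2% of all cytosines, with 1076658 in CG, 2109330 in CHG and 14937487 in CHH context. Taken alone, the vegetative unstarved library had at least 10 calls at 90.7% of cytosines, the starved library at 95.2% and the macronuclear development library at 95.6%. Read the other way, with at least 10 calls in any 1 of the libraries, the minimum kept 19321949 cytosines. At the minimum of 10 calls, 1 unconverted call makes 10% of the calls of a cytosine.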

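Of the cytosines kept, 79.9% had no unconverted call in vegetative unstarved cells, 80.4% in starved cells and 81.6% in macronuclear development. If every call of a context had the same chance of being unconverted (a binomial expectation with the coverage of each cytosine), 79.4%, 80.2% and 81.5% of cytosines would have had none. Cytosines with unconverted calls making up to 10% of their calls were 19.4%, 19.5% and 18.4% of those kept. More than 10% of calls were unconverted at 132817 cytosines in vegetative unstarved cells, or 0.733%, where the expectation was 0.497%. In starved cells the share above 10% was 0.0841% with an expectation of 0.0842%, and in macronuclear development it was 0.0239% with an expectation of 0.0236%. Between 20% and 30% of calls were unconverted at 2532 cytosines in vegetative unstarved cells, at 31 in starved cells and at 5 in macronuclear development. The expectation was 827, 42.3 and 7.12. These counts depend on depth, and with each cytosine thinned at random to 10 calls they were 4397, 787 and 426. The share of cytosines with no unconverted call moved most when each cytosine was thinned at random to 10 calls, to 90.3% in vegetative unstarved cells and 94.6% in macronuclear development. A two-sided Fisher's exact test per cytosine, which compares libraries and not conditions, with Benjamini-Hochberg adjustment within a pair, called 0 cytosines at an adjusted p of 0.05 for any pair of libraries. Before adjustment a p under 0.05 was found at 16200 cytosines between vegetative unstarved and starved cells, at 26580 between vegetative unstarved cells and macronuclear development, and at 1964 between the other pair. At the median coverage, with no unconverted call in the second library, a lone call would need 16 of 20 calls unconverted in vegetative unstarved cells against starved cells, 15 of 20 against macronuclear development, and 20 of 30 in starved cells against macronuclear development, so that smaller differences were not detectable by this test.

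**Figure D3:**
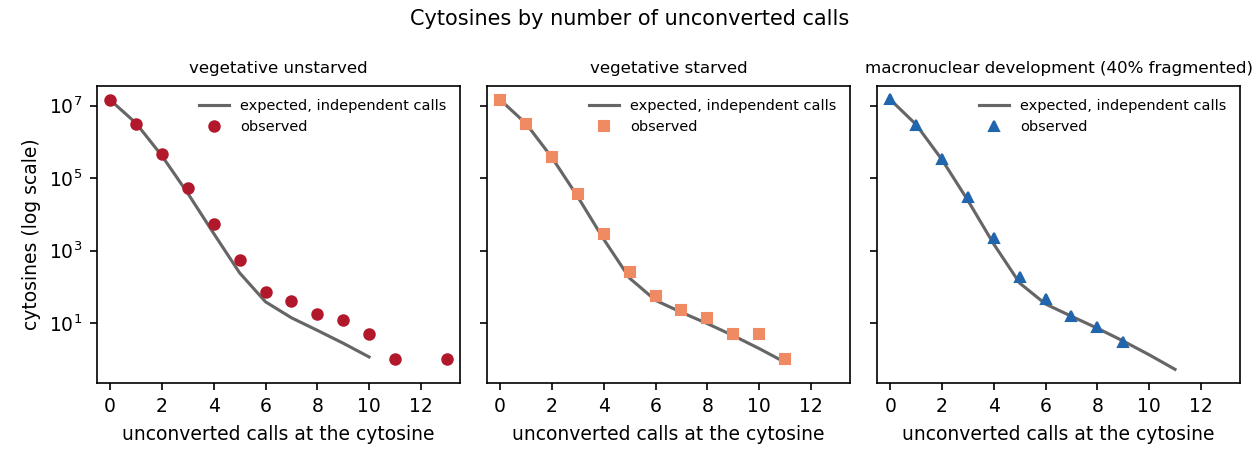
Number of cytosines (vertical axis, log scale) by their number of unconverted calls (horizontal axis) in each library, among cytosines with at least 10 calls in all 3 libraries. Symbols are observed numbers and lines the binomial expectation, drawn down to 0.5 cytosines. In vegetative unstarved cells 536 cytosines had 5 unconverted calls, where 244 were expected. In starved cells it was 255 where 174 were expected, and in macronuclear development 183 where 128 were expected.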

The results for each of the three conditions are nearly identical (S6 Fig, left panel): ~80% of sites had zero not converted C’s, ~19% had less than 10% not converted C’s and less than 1% had greater than 10% not converted C’s. 

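More than 30% of calls were unconverted at 113 cytosines in vegetative unstarved cells, or 0.000624% of those kept, where the binomial expectation was 11.3. In starved cells there was 1 such cytosine, at position 5180 on the bottom strand of scaffold51_227, in CHH context, with 4 of 12 calls unconverted (33.3%, interval 9.92% to 65.1%). In macronuclear development there was none of 18123475. This does not bound the share of methylated cytosines, since a partly methylated cytosine may show 30% or less. The count in vegetative unstarved cells depended most on the coverage minimum, reaching 2478 with at least 10 calls in any 1 library and 0 with at least 20 calls in every library, which leaves out every cytosine found. The 113 cytosines had between 10 and 19 calls, with a median of 13, and between 4 and 7 of these were unconverted. By context, 13 were in CG, 12 in CHG and 88 in CHH. The highest percentages were at scaffold51_82, position 106371, a top-strand CG with 5 of 10 calls unconverted (50%, interval 18.7% to 81.3%), at scaffold51_124, position 209709, a bottom-strand CHH with 5 of 11 (45.5%, interval 16.7% to 76.6%), and at scaffold51_10, position 675484, a bottom-strand CHG with 5 of 12 (41.7%, interval 15.2% to 72.3%). The 113 cytosines lay on 49 scaffolds, with 11 on scaffold51_189, 10 on scaffold51_108 and 9 on scaffold51_68. They stood in 57 groups on a single strand, with gaps of at most 100 bp within a group, and 72 of them had another within 50 bp on the same strand. Among the other cytosines within 50 bp, 14.5% of calls were unconverted on the same strand and 0.741% on the opposite strand. At the same 113 cytosines, 0.879% of calls were unconverted in starved cells (interval 0.602% to 1.24%) and 0.730% in macronuclear development (interval 0.489% to 1.046%). Both intervals take calls as independent, while many of these cytosines are neighbours, so they may be too narrow. On scaffold51_108, the 10 cytosines lay between positions 185770 and 185834. All 13 bottom-strand cytosines of this stretch had unconverted calls in vegetative unstarved cells, 59 of 174 calls in all (33.9%), while the top strand had 0 of 343. In starved cells 1 of 379 bottom-strand calls was unconverted there, while the top strand had 11 of 289 (3.81%), with 1 unconverted call at each of 11 of its 12 cytosines. In macronuclear development it was 2 of 359 bottom-strand calls and 1 of 400 top-strand calls.

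**Figure D4:**
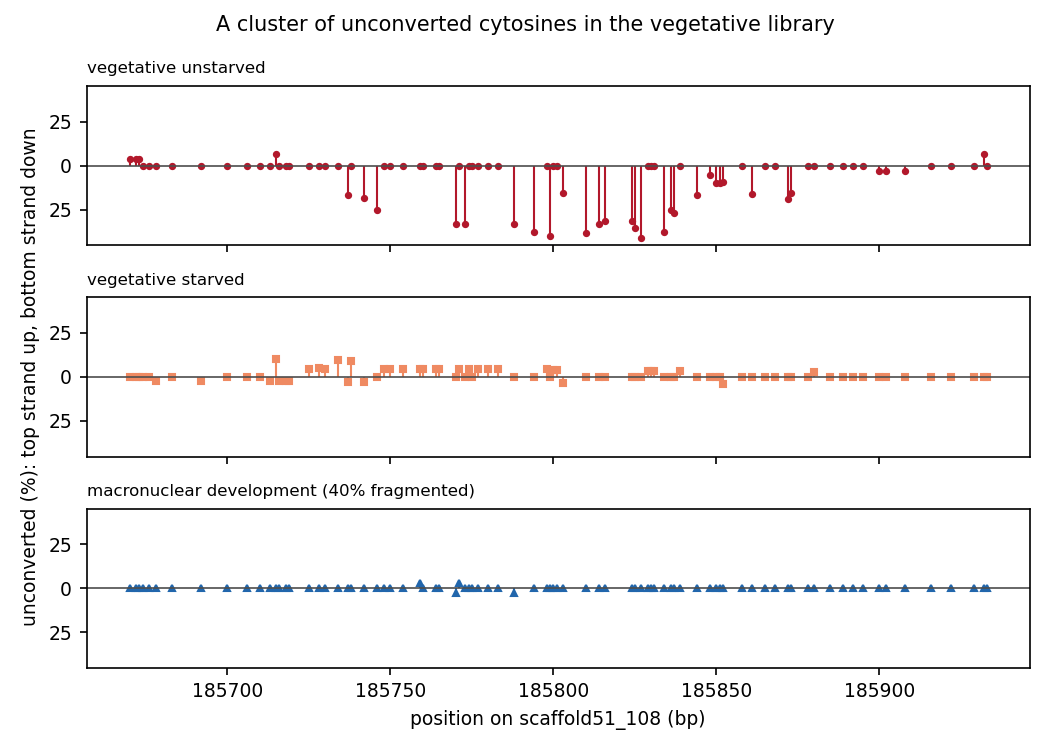
Percent unconverted (vertical axis, top strand upward and bottom strand downward) at each cytosine around the stretch on scaffold51_108, by position in bp (horizontal axis), in the 3 libraries. Each symbol is 1 cytosine, and in vegetative unstarved cells the bottom strand carries the unconverted calls, 33.9% of calls between positions 185770 and 185834.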

There were 340 sites (0.002%) with greater than 30% converted C’s in vegetatively grown cells and none in either starved cells or cells undergoing macronuclear development. There was no bias in C conversion among the three different nucleotide contexts (S6 Fig, right panel)

Furthermore, we tested specific loci using the Epitect Fast DNA Bisulfite Kit (Qiagen) followed by Sanger sequencing. For all tested loci, cytosines were converted to thymines, suggesting that they are not methylated (Fig 2E). Therefore, we conclude that if there is DNA 5-methylcytosine in the *Paramecium* macronuclear genome its abundance is below the limit of detection of the current techniques available, and unlikely to have a major role.

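Each kept cytosine was also tested for more unconverted calls than the rate of its context in its own library gives, with a one-sided exact binomial test and Benjamini-Hochberg adjustment over 18123475 cytosines. At an adjusted p of 0.05, 7 cytosines were called in vegetative unstarved cells and 0 in starved cells and in macronuclear development. The smallest adjusted p of the exact binomial test was 0.0016, 1 and 0.871 in these libraries. Before adjustment, 422121, 390673 and 359800 cytosines, or 2.33%, 2.16% and 1.99%, had a p under 0.05. All 7 called cytosines were in CHH context. They were singled out after their values were seen, and lay on scaffold51_5 (positions 101249 and 101250), scaffold51_68 (140026), scaffold51_101 (272030) and scaffold51_108 (185825, 185827 and 185834). Their percent unconverted lay between 25.9% and 41.2% in vegetative unstarved cells and was at most 3.23% in the other libraries. With a beta-binomial test, which allows for calls that vary together, no cytosine was called in vegetative unstarved cells, although the smallest adjusted p of the beta-binomial test, 0.0505, was close to the threshold. None was called with at least 20 calls in every library either, a minimum that leaves out all but the cytosine on scaffold51_101 before testing. No cytosine was above 10% in all 3 libraries. At the median coverage the test needed 7 of 20 calls unconverted in vegetative unstarved cells (35%), 7 of 30 in starved cells (23.3%) and 7 of 35 in macronuclear development (20%). In simulated data with 200 cytosines set to 30% unconverted, it called 56.5%, 89.5% and 94.5% of them, and at 50% unconverted it called 98.5%, 99.5% and 100%. The 200 cytosines were set together, which loosens the Benjamini-Hochberg cutoff, so a lone cytosine can be called less often than this. Low methylation of many cytosines is therefore not detectable by this test at this depth. CG dyads with unconverted calls on both strands were 0.981 times as many as independent strands of the same coverage give in vegetative unstarved cells (interval 0.964 to 0.999, jackknife), 0.992 times in starved cells (0.981 to 1.00) and 0.989 times in macronuclear development (0.975 to 1.00). Within strata of sequence as well, the ratio was 0.987 in vegetative unstarved cells (0.970 to 1.00), in starved cells (0.977 to 0.997) and in macronuclear development (0.973 to 1.00). With at least 20 calls on each strand, the ratio within classes of coverage was 1.00 in vegetative unstarved cells (0.978 to 1.03). An excess of dyads unconverted on both strands was thus not shown in any library. None of 515378, 562296 and 564742 CG dyads with at least 10 calls on each strand was above 30% on both strands. The inner cytosine of CCWGG (W is A or T), which the Dcm methylase of enterobacteria methylates, was unconverted in 1.15% of calls in vegetative unstarved cells, 0.718% in starved cells and 0.554% in macronuclear development. After the bisulfite sequencing and the loci sequenced by PCR, the paper concludes that any 5-methylcytosine of the macronuclear genome stays under what the techniques detect, and it regards a major role as improbable.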

## Discussion

DNA methylation is important for differentiation and development in plants and animals[1], [46], [47]. Though there was no clear evidence of presence or absence of cytosine methylation in *Paramecium*, recent studies identified its presence in *Stylonychia lemnae*[48] and *O*. *trifallax*[30]. In both the cases, cytosine methylation was shown to take an active part in macronuclear development, albeit, using different modes. In *Stylonychia*, it was suggested that demethylation of two specific promoters correlates with the activation of genes required for macronuclear differentiation[49]. On the other hand, *Oxytricha* uses *de novo* cytosine methylation for DNA elimination during conjugation[30]. Apart from these examples, two more ciliates have been reported to possess cytosine methylation in their genomes[50], [51]. However, in none of the cases, has the cognate DNA methyltransferase been identified. The current knowledge of the presence of methylated cytosines and their potential role in macronuclear development encouraged us to investigate the possible presence of cytosine methylation in *P*. *tetraurelia* as well.

Although our preliminary data using the antibody-based methods (Fig 1) seemed encouraging and suggested the presence of 5mC in *Paramecium*, these results were contradicted by DNA mass spectrometry and bisulfite sequencing analyses (Fig 2A and 2B–2D). It’s thus likely that the antibody-based methods have some spurious background signal, such as detection of methylated RNA or of other unidentified molecules unrelated to 5mC. We were not able to detect any signals using a different anti-5mC antibody (S1D Fig). Therefore, quantification of 5mC by immunofluorescence and methylated DNA immunopurification (MeDIP), which rely on the use of antibodies, may give false positives, especially if actual 5mC levels are low. Together with other techniques, the detection of cytosine methylation in *Oxytricha* [30] is also based on these two methods. Therefore, it is essential to take a critical look at the data to infer the rate of false positives to attain the accurate picture of methylation levels within the genome. On the other hand, even though bisulfite conversion and sequencing are the gold standard in detecting 5mC, this method can also give false positives through incomplete conversion. Thus, including an internal negative standard, such as lambda DNA, is essential to identify the sensitivity of each experiment.

DNA mass spectrometry is considered to be a highly sensitive method to detect DNA methylation, and indeed showed the presence of cytosine methylation at very low levels in the postautogamous culture (Fig 2A). Here, we cannot rule out the possibility of bacterial contamination even though the cells were fed with DCM^-^ *E*. *coli* strain that does not undergo DNA methylation. The rate of bacterial contamination in the postautogamous cultures may be higher owing to a longer incubation period. DNA mass spectrometry or high-performance chromatography methods are based on the detection of methylation on digested mononucleotides. Thus, we cannot exclude the possibility that the signal detected by these analyses might come from the residual food in the culture, especially when the detected levels are quite low[48], [50].

In light of our 5mC results, the effect on cell growth due to the treatment with Azacytidine or Decitabine (S2 Fig) cannot be attributed to hypomethylation or demethylation, at least completely. It is known that these analogues can alter gene expression indirectly and not necessarily always by promoter hypomethylation[52]. Furthermore, the drugs could have other cytotoxic effects in *Paramecium*. The IESs tested with PCR did not show detectable 5mC, suggesting that macronuclear development may not be affected *per se*.

In summary, our current study suggests that if 5mC is present in the *Paramecium* genome its levels are below the current limits of detection (< 1%). Moreover, even if 5mC is present at low levels, its unlikely to have a role directing IES excision.

## Supporting information

S1 Fig Effect of inhibitor treatment on cell survival and IES retention. Immunofluorescence using; (a) only Alexa Fluor 488 secondary antibody on a population of *Paramecium* where majority of cells have fragmented parental macronucleus,(b, left panel) *C*.*elegans* embryo stained against 5- mCytosine as a negative control for immunofluorescence, (c, right panel) Human embryonic Kidney cells stained against 5-mCytosine (Abcam, ab73938) as a positive control for immunofluorescence, (d) immunofluorescence against 5-mCytosine (Diagenode, C15200081) during early and late stages of macronuclear development. Scale bar: 5μm for a, b and c, 7μm for d.
(PDF) Click here for additional data file.

S2 Fig Effect of inhibitor treatment on cell survival and IES retention. a) Immunocytochemistry with antibody against 5-methylcytosine after Azacytidine and Decitabine treatment for three consecutive days. Scale bar: 5μm. (b) & (d) Survival test on cells treated with Azacytidine/ Decitabine; sick; cells did not undergo normal vegetative division rate, dead; non-viable progenies after refeeding, normal; sexual progenies that underwent normal division rate after refeeding. (c) & (e) IES retention PCRs on different loci (full-length gels are presented in S3 & S4 Figs respectively) with the primers flanking an IES region (S1 Table).
(PDF) Click here for additional data file.

S3 Fig Full length gels on IES retention PCRs corresponding to S2C Fig. (PDF) Click here for additional data file.

S4 Fig Full length gels on IES retention PCRs corresponding to S2E Fig. (PDF) Click here for additional data file.

S5 Fig Percentage of methylation calculated after mass spectrometry done on total genomic DNA samples from different Paramecium during autogamy when new macronuclei are observed in the cell. Drosophila, E. coli, Human MCF7 DNA and Human T47D DNA (provided by Storm Therapeutics Limited) were used as a positive control for the detection of methylated cytosines.
(PDF) Click here for additional data file.

S6 Fig Absence of evidence of C methylation in *Paramecium* mac genome. Left panel, percent calculated using C/(C + T) for each C in *Paramecium* genome. There was no bias in C conversion among the three different nucleotide contexts (right panel).
(PDF) Click here for additional data file.

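The distribution over single cytosines was also computed by context. In vegetative unstarved cells, 77.7% of CG cytosines with at least 10 calls in every library had no unconverted call, as had 78.4% of CHG and 80.2% of CHH cytosines. The binomial expectation was 77.2%, 77.9% and 79.7%. More than 10% of calls were unconverted at 0.888% of CG, 0.834% of CHG and 0.707% of CHH cytosines in this library. In starved cells these shares were 0.0773%, 0.0685% and 0.0868%, and in macronuclear development 0.0236%, 0.0174% and 0.0249%, so that CHH had the highest share in these 2 libraries. The binomial expectation had the same order there, with 0.0786%, 0.0673% and 0.0869% in starved cells and 0.0227%, 0.0184% and 0.0244% in macronuclear development. For vegetative unstarved cells the expectation was 0.588%, 0.554% and 0.482%. The highest percentage of any CG cytosine was 50% in vegetative unstarved cells, 23.1% in starved cells and 18.8% in macronuclear development. Matched on the base before the cytosine and on the GC content of 1 kb windows, CG cytosines exceeded CHH cytosines by 0.111 percentage points of calls in vegetative unstarved cells (standard error 0.00263), by 0.0769 in starved cells (standard error 0.0013) and by 0.0800 in macronuclear development (standard error 0.00131).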

S1 Table List of primers. List of primers to check IES retention PCRs.
(PDF) Click here for additional data file.

# Supplementary material for: Determination of the presence of 5-methylcytosine in Paramecium tetraurelia
**Source:** PLoS One. 2018 Oct 31;13(10):e0206667. doi: 10.1371/journal.pone.0206667
**Supplement:** S1 Fig — Immunofluorescence using; (a) only Alexa Fluor 488 secondary antibody on a population of Paramecium where majority of cells have fragmented parental macronucleus,(b, left panel) C.elegans embryo stained against 5- mCytosine as a negative control for immunofluorescence, (c, right panel) Human embryonic Kidney cells stained against 5-mCytosine (Abcam, ab73938) as a positive control for immunofluorescence, (d) immunofluorescence against 5-mCytosine (Diagenode, C15200081) during early and late stages of macronuclear development. Scale bar: 5μm for a, b and c, 7μm for d.

**S1 Fig**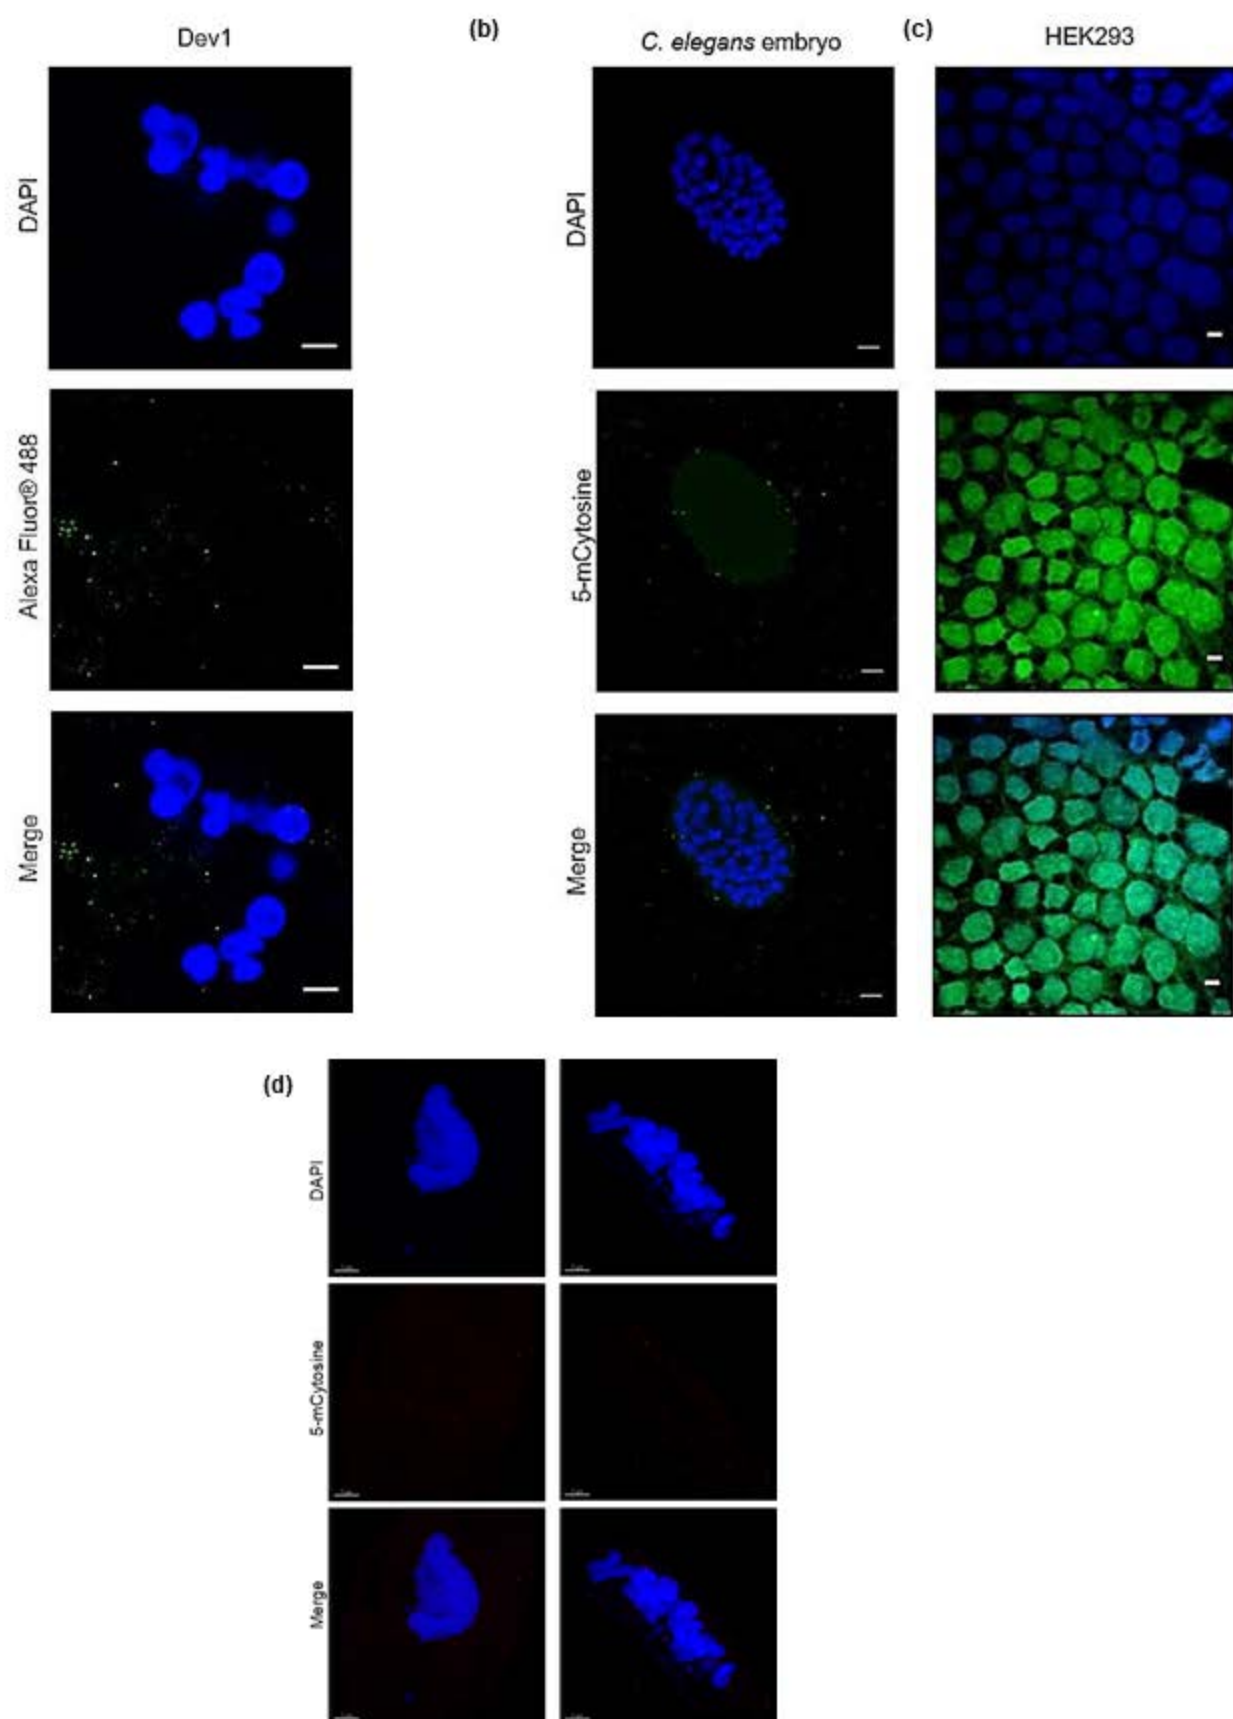

**S1 Fig.** Immunofluorescence using; (a) only Alexa Fluor 488 secondary antibody on a population of *Paramecium* where majority of cells have fragmented parental macronucleus, (b, left panel) *C. elegans* embryo stained against 5-mCytosine as a negative control for immunofluorescence, (c, right panel) Human embryonic Kidney cells stained against 5-mCytosine (Abcam, ab73938) as a positive control for immunofluorescence, (d) immunofluorescence against 5-mCytosine (Diagenode, C15200081) during early and late stages of macronuclear development. Scale bar: 5µm for a, b and c, 7µm for d.

# Supplementary material for: Determination of the presence of 5-methylcytosine in Paramecium tetraurelia
**Source:** PLoS One. 2018 Oct 31;13(10):e0206667. doi: 10.1371/journal.pone.0206667
**Supplement:** S2 Fig — a) Immunocytochemistry with antibody against 5-methylcytosine after Azacytidine and Decitabine treatment for three consecutive days. Scale bar: 5μm. (b) & (d) Survival test on cells treated with Azacytidine/ Decitabine; sick; cells did not undergo normal vegetative division rate, dead; non-viable progenies after refeeding, normal; sexual progenies that underwent normal division rate after refeeding. (c) & (e) IES retention PCRs on different loci (full-length gels are presented in S3 & S4 Figs respectively) with the primers flanking an IES region (S1 Table).

**S2 Fig**

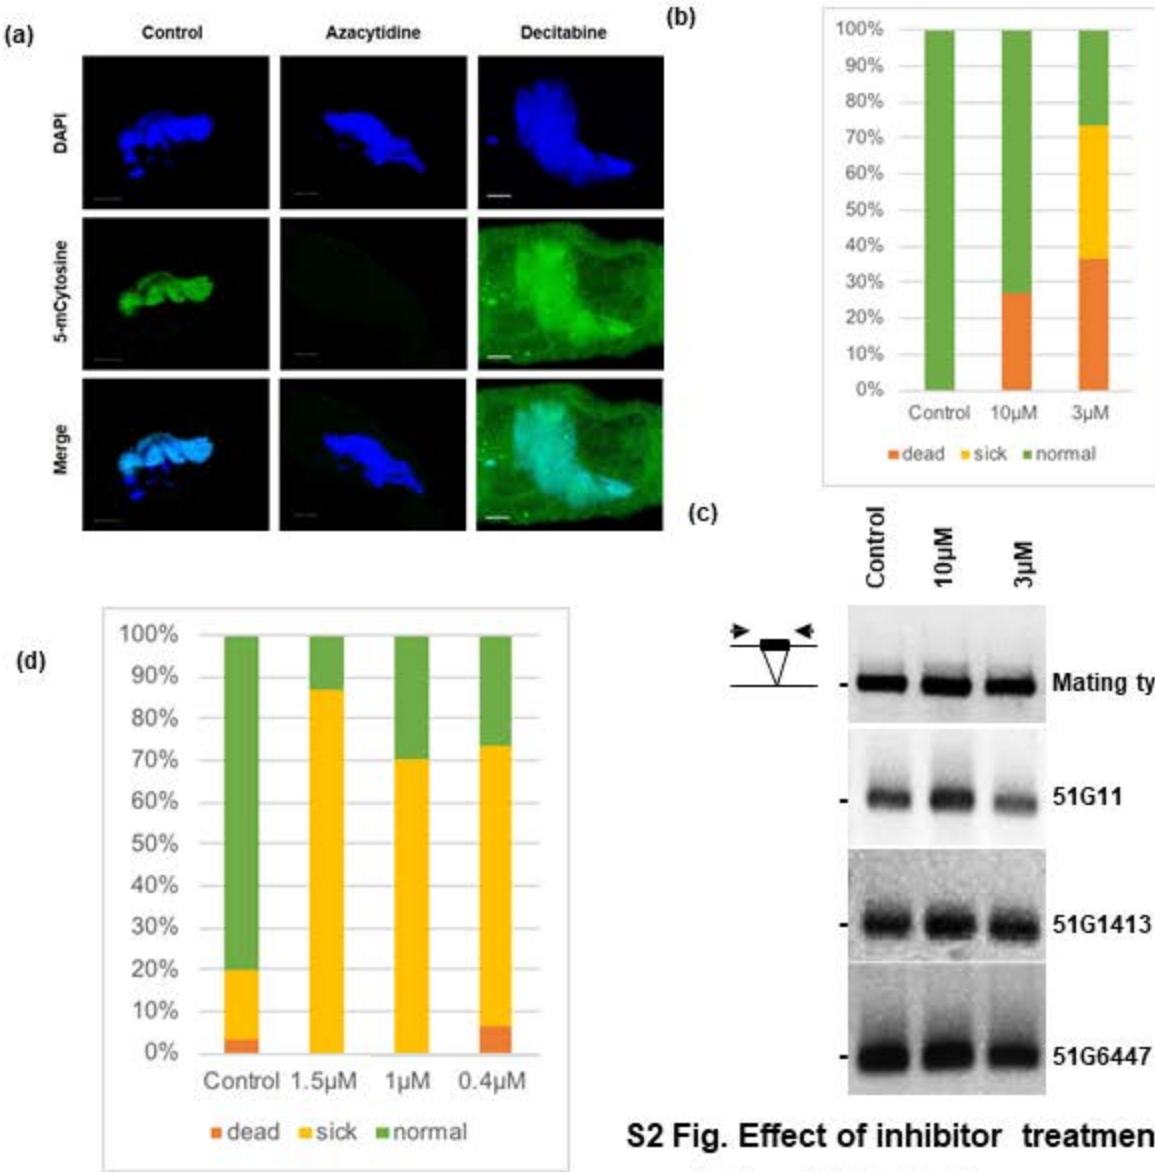

**S2 Fig. Effect of inhibitor treatment on cell survival and IES retention.**

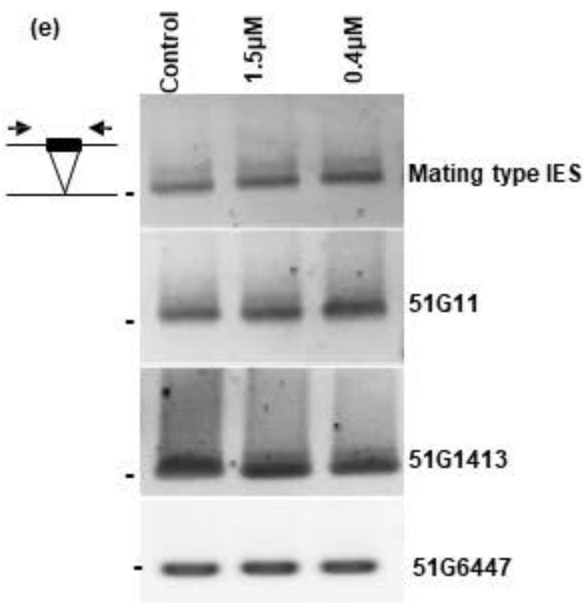

(a) Immunocytochemistry with antibody against 5-methylcytosine after Azacytidine and Decitabine treatment for three consecutive days. Scale bar: 5µm. (b) & (d) Survival test on cells treated with Azacytidine/Decitabine; sick; cells did not undergo normal vegetative division rate, dead; non-viable progenies after refeeding, normal; sexual progenies that underwent normal division rate after refeeding. (c) & (e) IES retention PCRs on different loci (full-length gels are presented in Supplementary Fig. S3 & S4 respectively) with the primers flanking an IES region (Supplementary Table S1).

# Supplementary material for: Determination of the presence of 5-methylcytosine in Paramecium tetraurelia
**Source:** PLoS One. 2018 Oct 31;13(10):e0206667. doi: 10.1371/journal.pone.0206667
**Supplement:** S5 Fig — Drosophila, E. coli, Human MCF7 DNA and Human T47D DNA (provided by Storm Therapeutics Limited) were used as a positive control for the detection of methylated cytosines.

S5 Fig

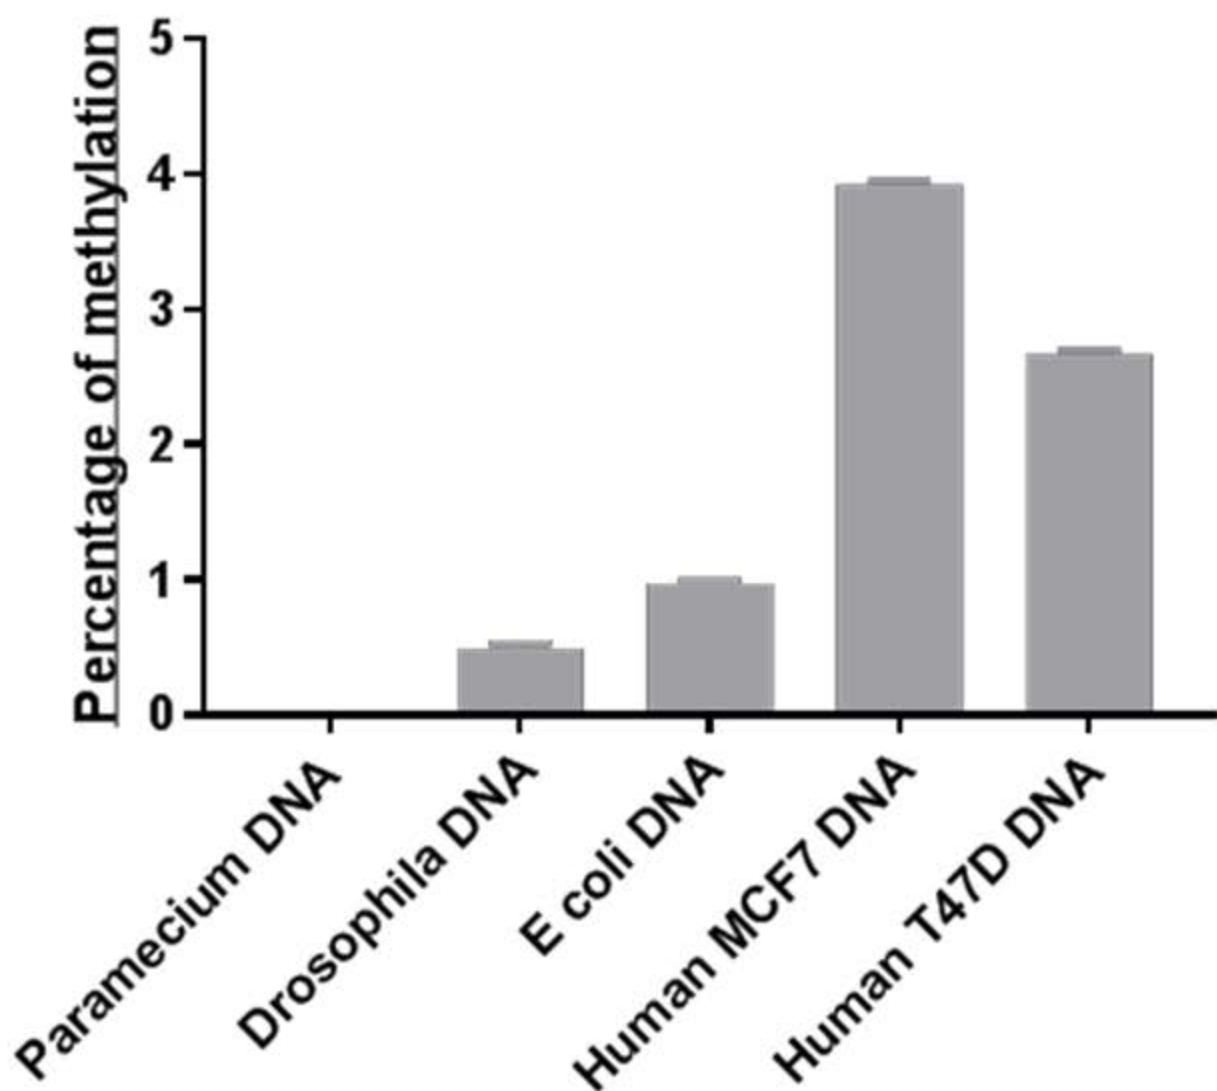

**S5 Fig:** Percentage of methylation calculated after mass spectrometry done on total genomic DNA samples from different Paramecium during autogamy when new macronucleus are observed in the cell. Drosophila, E. coli, Human MCF7 DNA and Human T47F DNA (provided by Storm Therapeutics Limited) were used as a positive control for the detection of methylated cytosines.

# Supplementary material for: Determination of the presence of 5-methylcytosine in Paramecium tetraurelia
**Source:** PLoS One. 2018 Oct 31;13(10):e0206667. doi: 10.1371/journal.pone.0206667
**Supplement:** S6 Fig — Left panel, percent calculated using C/(C + T) for each C in Paramecium genome. There was no bias in C conversion among the three different nucleotide contexts (right panel).

S6 Fig

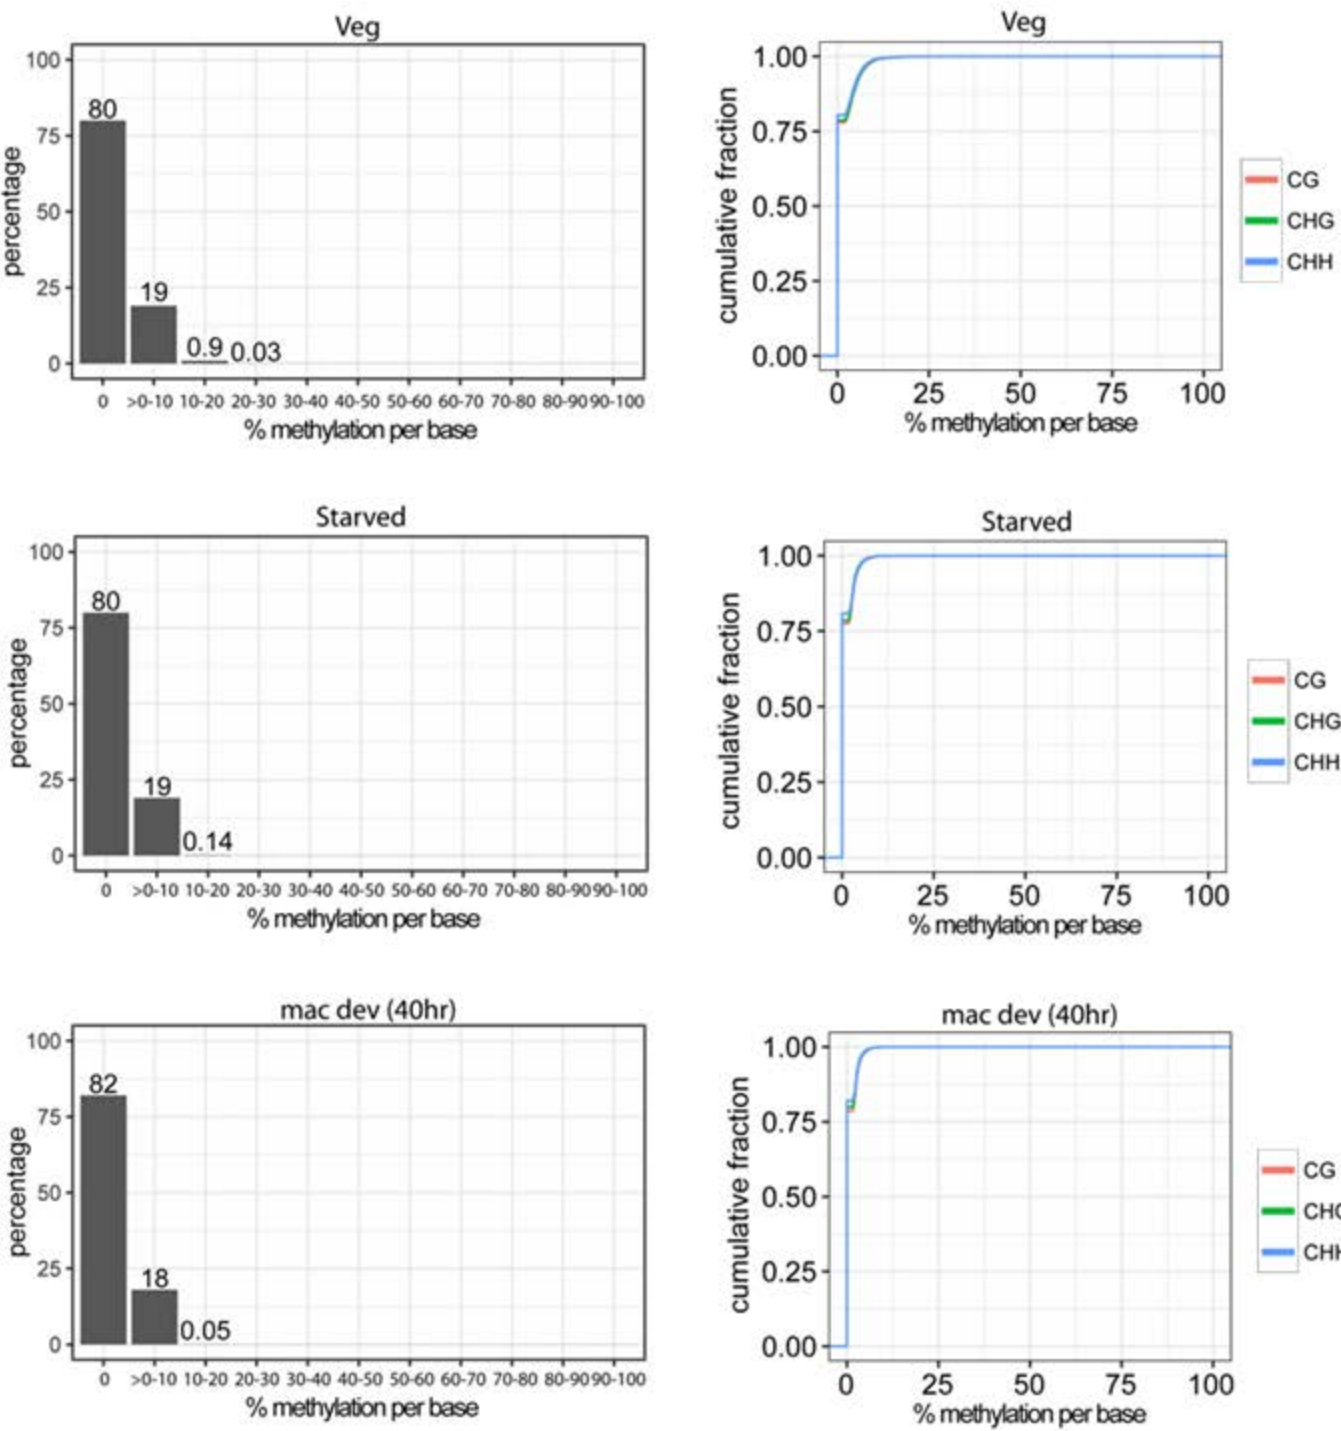

**S6 Fig:** Absence of evidence of C methylation in *Parametrium mac* genome. Left panel, percent calculated using  $C/(C + T)$  for each C in *Parametrium* genome. There was no bias in C conversion among the three different nucleotide contexts (right panel).

# Supplementary material for: Determination of the presence of 5-methylcytosine in Paramecium tetraurelia
**Source:** PLoS One. 2018 Oct 31;13(10):e0206667. doi: 10.1371/journal.pone.0206667
**Supplement:** S1 Table — List of primers to check IES retention PCRs.

**S1 Table**

| IES        | Primer sequence (5' to 3' orientation) |
|------------|----------------------------------------|
| 51G-11F    | ATCATAAGATTGATATCTTCTCCCTTCTCC         |
| 51G-11R    | ACTTGCTACTAAAGCAAGAAACATTGAGAG         |
| 51G1413F   | GAAGCTGCTTGTGTTAAGAATTCTACTGG          |
| 51G1413R   | GCATCCAGCACTAGTTGAATTTACTGTAC          |
| 51G6447F   | AATGCATCAAATGTAGTAACTACTCCTGCT         |
| 51G6447R   | AATTTGTAAAGTATCCAGCGCAGGCAG            |
| MT Locus F | GGTGTTTATATCTTAATTGTTGACCCTCAC         |
| MT Locus R | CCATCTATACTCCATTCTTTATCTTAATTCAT       |

**S1 Table: List of primers.** List of primers to check IES retention PCRs

How the deposited data were processed for this re-analysis (not part of the article)

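The cytosine reports of 3 bisulfite libraries were used, 1 each from vegetative unstarved cells, vegetative cells starved for 24 h and cells in macronuclear development (40% with a fragmented parental macronucleus). The authors trimmed paired-end reads with Trim Galore, mapped them with Bismark to the macronuclear genome ptetraurelia_mac_51 and deposited, for every cytosine, the count of unconverted calls and the count of converted calls, as whole numbers without normalization or coverage minimum. A report lists both strands, the context and the trinucleotide of each cytosine, with positions starting at 1. The removal of duplicate pairs, the treatment of overlapping mates and the read length are not named in the paper's text.

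The reports were read in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Each listed 20100770 cytosines, and the 20100768 in all 3 reports were analysed; the others had no call. No cytosine of the macronuclear genome was otherwise left out, and 2.28%, 2.14% and 2.07% of cytosines had no call in vegetative unstarved cells, starved cells and macronuclear development. With these depths, counting error on the percent unconverted of a library is small, with an exact Clopper-Pearson interval from 0.705% to 0.707% in starved cells, while a cytosine with 0 of 20 calls unconverted could still be methylated in part of the cells.

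Library and context values pool all calls without a coverage minimum. Values of single cytosines use those with at least 10 calls in each of the 3 libraries. Shares of cytosines by percent unconverted were set beside a binomial expectation from the rate of the context and the coverage of each cytosine, and, in a finer form, from rates within strata of trinucleotide, base before the cytosine and 10 classes of GC content in windows of 1 kb. Cytosines above background were called by a one-sided exact binomial test with Benjamini-Hochberg adjustment at 0.05, and libraries were compared pairwise per cytosine by a two-sided Fisher's exact test with the same adjustment. CG dyads were compared with the product of their separate shares within classes of coverage. For pairs of neighbouring cytosines, the summed product of their unconverted calls was divided by the summed product of their expected numbers. Standard errors come from leaving out each of 50 groups of scaffolds in turn. With 1 library per condition no comparison between conditions was tested.

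The bases next to each cytosine were rebuilt from the positions, strands and trinucleotides of the reports, over 72100347 positions, of which 38.4% are A or T without telling which. Primers were placed on this sequence by all their bases, with an A or T of the primer also allowed to match an undetermined base.

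The methods were tested on simulated data made from the coverage of each library with independent calls. A simulated vegetative unstarved library with 1.02% of calls unconverted gave 1.02%, 12 cytosines above 30% where 11.3 were expected, and a ratio of 1.00 for CG dyads. With 1% of CG dyads methylated on both strands, this ratio was 1.11. Of 200 cytosines set to 20% unconverted, 32.5% were called in vegetative unstarved cells, 55.0% in starved cells and 73.0% in macronuclear development. They were set together, so a lone cytosine can be called less often.

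Named cytosines were chosen by a rule made without the reports: the cytosines between the bisulfite PCR primers with the cytosine marked in Fig 2E, the 3 cytosines with the highest percentage above 30% in each library, those called in all 3 libraries (there were none), and the 3 scaffolds with the most cytosines above 30% in vegetative unstarved cells. The 7 called cytosines were named after their values were seen. The alternatives tried were other coverage minimums, thinning to 10 calls, leaving out the deepest 0.1% of cytosines of any library, leaving out 1 kb at scaffold ends, each strand alone, the mean of single cytosines, bins that include their lower bound, and other background rates and a beta-binomial test for the calls.

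Calls on lambda DNA, the human dataset, the PCR products, the mass spectrometry and the immunostaining were not analysed here, and a gene annotation was not used here.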

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

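Both comparisons in this part, and the test of coverage classes with 1 mix of GC content, were chosen after the result was seen.

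Coverage depended on GC content in opposite directions. Cytosines were split into 10 classes by the GC content of 1 kb windows. In vegetative unstarved cells the GC-richest class had 0.742 times the coverage of the GC-poorest class (a mean of 16.9 against 22.7 calls). In starved cells it had 1.31 times (32.6 against 25.0 calls) and in macronuclear development 1.24 times (37.2 against 29.8 calls). This difference between the libraries was not tested, since there was 1 library of each. Copy number of whole scaffolds was tested by taking coverage relative to the mean of its scaffold. The ratio in vegetative unstarved cells was then 0.750, and 1.27 and 1.21 in the other libraries, which argues against it. The preparation of that library (fragmentation, bisulfite treatment and PCR), the copy number of parts of scaffolds and the state of the cells stay open, as condition and library coincide.

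From 10 calls upward, the percent unconverted at high coverage differed from that at low coverage in opposite directions. In vegetative unstarved cells it was 0.817 times as high at cytosines with 50 or more calls as at those with 10 to 19 calls (0.884% against 1.08%). In starved cells the ratio was 1.20 (0.793% against 0.663%) and in macronuclear development 1.14 (0.615% against 0.538%). The rise in these 2 libraries was not steady. In macronuclear development the percentage at 20 to 29 calls was 0.530%, and at 1 to 9 calls it was 0.588% there and 0.743% in starved cells, both above that at 10 to 19 calls. The difference between libraries was not tested. With the same mix of GC content in every coverage class, the ratio in vegetative unstarved cells was 0.888, and 1.14 and 1.12 in the other libraries, which argues against GC content as the whole cause of the fall in vegetative unstarved cells. Duplicate or overlapping reads counted more than 1 time, unequal conversion and a biological difference between the conditions were not tested and stay open.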

How the results depend on the processing

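The alternatives were set before the data were examined, except the background rate of the sequence stratum, which was chosen after seeing the data. A total of 142 alternative values were computed. The ratio of CG dyads in vegetative unstarved cells, which was 0.981, reached 1.00 with at least 20 calls on each strand, and the other differences kept their direction. Leaving out a replicate is not possible with 1 library per condition.

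The order of the libraries and of the contexts in percent unconverted was kept under every alternative run. The contexts of vegetative unstarved cells were taken with at least 10 calls in all 3 libraries and without the deepest cytosines. Under these alternatives CG stayed between 1.118% and 1.12%, CHG between 1.081% and 1.083%, and CHH between 0.998% and 0.999%. Taken by strand (top, then bottom), CG was 1.120% and 1.119%, CHG 1.086% and 1.079%, and CHH 1.0004% and 0.9972%. The overall percent unconverted moved beyond its counting interval with the mean of single cytosines (1.04% in vegetative unstarved cells, 0.695% in starved cells, 0.558% in macronuclear development), by strand in vegetative unstarved cells (1.018% top, 1.014% bottom), and with at least 10 calls in all 3 libraries in starved cells (0.7053%, and 0.6960% in CHH). The causes of the changes by strand and by coverage minimum were not tested.

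The share of cytosines with no unconverted call, in the order vegetative unstarved cells, starved cells and macronuclear development, was 80.6%, 80.7% and 81.9% with at least 5 calls in all 3 libraries, 75.8%, 79.0% and 80.3% with at least 20, 79.92%, 80.63% and 81.86% with at least 10 in that library alone, 80.63%, 80.76% and 81.93% with at least 10 in at least 1 library, 90.3%, 93.3% and 94.6% thinned to 10 calls, and 79.90%, 80.45% and 81.63% without the deepest cytosines. Without scaffold ends it was 81.58% in macronuclear development.

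The share above 10% was, in the same order, 1.11%, 0.142% and 0.0539% with at least 5 calls, 0.238%, 0.0325% and 0.00983% with at least 20, 1.11%, 0.1398% and 0.0490% with at least 10 in at least 1 library, 0.578%, 0.223% and 0.144% thinned to 10 calls, and 1.06%, 0.121% and 0.0348% for 10% or more. With at least 10 calls in that library alone it was 0.0919% in starved cells and 0.0294% in macronuclear development.

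The count above 30% was 800, 42 and 25 with at least 5 calls, 2478, 204 and 120 with at least 10 in at least 1 library, and 172, 10 and 7 thinned to 10 calls. With at least 20 calls it was 0 in all 3 libraries, and for 30% or more it was 273 in vegetative unstarved cells and 3 in starved cells. A minimum of fewer calls lets fewer unconverted calls pass a percentage, which moves these counts and shares by construction, as does thinning. The cause of the changes without the deepest cytosines or scaffold ends was not tested.

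Of the 7 cytosines called above background in vegetative unstarved cells, the count was 0 with the beta-binomial test, 0 with at least 20 calls and 3 with the rate of the sequence stratum, the alternative chosen after seeing the data. The minimum of 20 calls leaves out all of them but the cytosine on scaffold51_101 before testing, so this 0 says little about the others. It stayed at 7 or 8 under the other alternatives, and at 0 in the other libraries and in all 3 libraries together. CG dyads unconverted on both strands in vegetative unstarved cells came to 1.00 times the product of the strands with at least 20 calls on each strand (interval 0.978 to 1.03), for which the cause was not tested. The other alternatives for CG dyads, CCWGG and pairs of libraries left the values within their intervals or at 0.

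Depth limits these results mainly in vegetative unstarved cells, where a cytosine at the median of 20 calls needs 7 unconverted calls to be called.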

Differences from the paper's values

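The paper gives 340 cytosines above 30% in vegetative unstarved cells, and the count here was 113. Of the alternatives set before the data were examined, counting 30% or more came within 1.5 times of the paper's value, with 273. The others did not: 800 with at least 5 calls in all 3 libraries, 0 with at least 20, 113 with at least 10 in that library alone, 2478 with at least 10 in at least 1 library, 172 thinned to 10 calls, 113 without the deepest cytosines and 111 without scaffold ends.

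As a share of cytosines, the paper's value is 0.002% and the value here 0.000624%. Counting 30% or more gave 0.00151%, within 1.5 times of the paper's value. The shares under the others were 0.00416%, 0%, 0.00062%, 0.0128%, 0.000949%, 0.000625% and 0.000615%, in the order above.

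For cytosines with 10% to 20% unconverted in starved cells, S6 Fig shows about 0.14%, read by eye, and the value here was 0.0839%. At least 5 calls in all 3 libraries (0.141%) and at least 10 in at least 1 library (0.136%) came within 1.5 times of it. So did counting cytosines at 10% or more and under 20% (0.120%). At least 20 calls, at least 10 in that library alone, thinning, and leaving out the deepest cytosines or scaffold ends did not.

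For the same range in macronuclear development, S6 Fig shows about 0.05%, read by eye, and the value here was 0.0239%. The same alternatives came within 1.5 times of it, with 0.0533%, 0.0471% and 0.0346%, and the same ones did not.

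For cytosines with 20% to 30% unconverted in vegetative unstarved cells, S6 Fig shows about 0.03%, read by eye, and the value here was 0.0140%. At least 5 calls in all 3 libraries (0.0330%), at least 10 in at least 1 library (0.0437%) and thinning to 10 calls (0.0243%) came within 1.5 times of it. So did counting cytosines at 20% or more and under 30% (0.0331%). At least 20 calls, at least 10 in that library alone, and leaving out the deepest cytosines or scaffold ends did not.

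The paper states that no cytosine exceeded this high percentage in starved cells, and here there was 1. In macronuclear development there was 0 here as well. The count of 0 in starved cells was reached here with at least 20 calls in all 3 libraries.

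The paper states that fewer than 1% of cytosines stayed unconverted in each context and condition. In vegetative unstarved cells the values here were 1.12% in CG and 1.08% in CHG, while CHH in these cells (0.999%) and each context of the other libraries were lower than 1%. The bars of Fig 2B for vegetative unstarved cells, read by eye, are at about 1.0% in CG, about 1.0% in CHG and about 0.9% in CHH, within 1.5 times of the values here.

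The legend of S6 Fig states that conversion had no bias among the contexts. Here the percent unconverted was higher in CG than in CHH in all 3 libraries, by 0.121 percentage points in vegetative unstarved cells, 0.0795 in starved cells and 0.0806 in macronuclear development. Over single cytosines the order depended on the measure. The share above 10% was higher in CG than in CHH in vegetative unstarved cells (0.888% against 0.707%). It was lower in starved cells (0.0773% against 0.0868%) and in macronuclear development (0.0236% against 0.0249%). The binomial expectation had the same order, at 0.588% against 0.482%, 0.0786% against 0.0869% and 0.0227% against 0.0244% in these libraries. The lower share of CG in starved cells and in macronuclear development is thus not evidence of a reversed bias.

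The paper states that the distributions of the conditions are almost the same. The shares with no unconverted call were close, from 79.9% to 81.6%, while the share above 10% ran from 0.733% in vegetative unstarved cells to 0.0239% in macronuclear development. This share depends on depth, and with each cytosine thinned to 10 calls it was 0.578% and 0.144%.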

Other observations

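The tests chosen only after the result was seen were both tests on the height of the vegetative unstarved library, those on clumped calls, on methylation at all 3 stages and on deep sequence for the cytosines above 30%, both tests on CG dyads, both on the spacing of unconverted calls and the one on bacterial DNA. The values taken to decide each test were set after the results were seen, and the test with the bases from 3 before to 4 after the cytosine was added after the other tests on shared cytosines.

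The vegetative unstarved library had the highest percent unconverted. Given 1 mix of GC content, the libraries had 1.03%, 0.705% and 0.564%, which argues against the GC content of the DNA recovered. The ratio of the vegetative unstarved to the macronuclear development library was 1.76 in CG (standard error 0.00674), 1.84 in CHG (standard error 0.00654) and 1.80 in CHH (standard error 0.00506). A lower conversion of the whole library may give ratios this close, although they differ by more than their errors. Lower conversion and methylation spread alike over all contexts cannot be told apart here, since condition and library coincide and calls on lambda DNA were not analysed here. The paper reports almost the same percentages for its lambda control. Its mass spectrometry detected methyl cytosine in the post-autogamous culture only, and not in vegetative cells. A difference between vegetative and developing cells stays open and untested.

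Cytosines above 30% in vegetative unstarved cells were 10.0 times as many as independent calls of each context give. Rates by trinucleotide, base before the cytosine and GC content gave an expected 15.4, far below the 113 found, which argues against sequence composition. None of the 113 had more than 19 calls in vegetative unstarved cells, the library in which they were chosen, so coverage was compared in the other libraries. The comparison was with kept cytosines that had the same number of calls in vegetative unstarved cells. The 113 cytosines had 1.12 times as many calls in starved cells (interval 1.01 to 1.24, jackknife), and 1.046 times in macronuclear development (interval 0.916 to 1.18). The first ratio is above 1, the direction that deep or repeated sequence gives, and no expected size was set. Deep or repeated sequence therefore stays open. The deepest 0.1% of cytosines are not the source, since the count stayed at 113 without them. In starved cells 0.879% of the calls at them were unconverted, near the rate of that library, which argues against methylation of the same cytosines at all 3 stages. Same-strand cytosines within 50 bp were unconverted in 14.5% of calls and opposite-strand cytosines in 0.741%, which is consistent with unconverted calls clumped on single molecules, such as reads that the bisulfite converted poorly. Methylation of vegetative cells alone, on 1 strand and over many neighbouring cytosines, was not tested and stays open.

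Unconverted calls stood close together on the same strand in all 3 libraries. For same-strand pairs of cytosines, the product of their unconverted calls, summed over pairs, was divided by the product expected from independent calls. At 10 bp this ratio was 3.53, 3.35 and 3.23 (vegetative unstarved cells, starved cells, macronuclear development). It was 2.08, 1.97 and 1.88 at 50 bp, and 1.13, 1.15 and 1.15 at 100 bp. Pairs with many unconverted calls weigh most in it. On opposite strands 10 bp apart the ratio was 1.09, 1.02 and 1.02, which argues against methylated regions that cover both strands as the whole cause. In vegetative unstarved cells the ratio on opposite strands stayed above 1 at 50 bp (1.07, interval 1.054 to 1.08) and at 100 bp (1.06, interval 1.047 to 1.07), and in the other libraries it was nearer to 1, at 1.018 in starved cells at 100 bp (interval 1.008 to 1.027) and 1.012 in macronuclear development at 75 bp (interval 1.003 to 1.022). The cause of this smaller excess was not tested. At 200 bp on the same strand it was 1.01 in each library. The fall to near 1 is consistent with reads that were poorly converted as a whole, although the read length is not named in the paper's text. Short regions methylated on 1 strand were not tested and stay open.

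The percent unconverted rose with GC content in all 3 libraries, most in vegetative unstarved cells, where the GC-richest of 10 classes had 1.63 times the percentage of the GC-poorest (1.28% against 0.786%), compared with 1.20 times in starved cells and 1.13 times in macronuclear development. With 1 mix of trinucleotides and bases before the cytosine, the ratio in vegetative unstarved cells was 1.61, and among cytosines with 20 to 24 calls it was 1.66, which argues against sequence around the cytosine and against coverage as the cause. Denaturation of GC-rich DNA before conversion was not tested, nor was a biological explanation.

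CG cytosines were unconverted more often than CHH cytosines. Matched on the base before and on GC content, the difference was 0.111 percentage points in vegetative unstarved cells, which argues against both as its cause. If a few CG dyads methylated on both strands in every cell made up the excess, 624, 447 and 455 dyads would be methylated in the 3 libraries, and 0 were above 30% on both strands, which argues against it. The ratio of dyads unconverted on both strands to the product of the strands was 0.981 in vegetative unstarved cells, and GC dinucleotides, which are not a target of CG methylation, had 0.980. Low methylation of every CG in a small part of the DNA cannot be told apart from unequal conversion by sequence with this ratio, since the strands of a dyad are read from separate molecules in both cases.

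Cytosines unconverted in all 3 libraries were 162069, or 1.12 times the number that independence within classes of coverage and context gives. Within strata of sequence and coverage the ratio was 1.091 (interval 1.083 to 1.099, jackknife), without the deepest 0.1% of cytosines 1.090, and within strata of the bases from 3 before to 4 after the cytosine 1.102. These values argue against sequence composition, deep or repeated sequence and those bases as the whole cause. Sequence farther from the cytosine, DNA structure, variants and methylation shared by the stages were not tested.

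Cytosines after G were unconverted more often than cytosines after A or T. Matched on trinucleotide and GC content, the ratio was 1.13 in vegetative unstarved cells, 1.14 in starved cells and 1.18 in macronuclear development, which argues against both as its cause. No biological explanation was tested.

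Inner cytosines of CCWGG were above other CHG cytosines in vegetative unstarved cells (1.15% against 1.08%), and below them in starved cells (0.718% against 0.731%) and in macronuclear development (0.554% against 0.588%). CWGG that does not follow C, which Dcm does not methylate, had 1.15% in vegetative unstarved cells as well. In the other libraries it was above CCWGG, with 0.750% against 0.718% in starved cells and 0.599% against 0.554% in macronuclear development. The base before the cytosine differs between these motifs and was not matched, so the comparison does not decide on Dcm-methylated bacterial DNA. Only reads mapped to the macronuclear genome were counted, so bacterial DNA could act here only through reads that mapped to it. To this extent that cause stays open. A biological difference between the conditions was not tested.

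Loci of other primer pairs listed in the paper were placed as well. Between the 51G1413 primers (scaffold51_51, positions 452526 to 452693), 1 of 663 calls was unconverted in vegetative unstarved cells, 1 of 1301 in starved cells and 5 of 1572 in macronuclear development. Between the 51G6447 primers (scaffold51_51, positions 457623 to 457731) it was 7 of 232, 3 of 564 and 10 of 688, and between the MT Locus primers (scaffold51_53, positions 123270 to 124266) 12 of 3118, 4 of 3433 and 35 of 4037. Between the 51G6447 primers, all 7 unconverted calls of vegetative unstarved cells lay on the bottom strand, where each of the 7 cytosines had an unconverted call. In macronuclear development 7 of the 10 lay there, again with an unconverted call at each cytosine. Calls on 1 read are not independent, so no difference is claimed at these loci. For the 51G-11 pair the reverse primer was not placed.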
